# Identifying cell-enriched miRNAs in kidney injury and repair

**DOI:** 10.1172/jci.insight.140399

**Published:** 2020-12-17

**Authors:** Katie L. Connor, Oliver Teenan, Carolynn Cairns, Victoria Banwell, Rachel A.B. Thomas, Julie Rodor, Sarah Finnie, Riinu Pius, Gillian M. Tannahill, Vishal Sahni, Caroline O.S. Savage, Jeremy Hughes, Ewen M. Harrison, Robert B. Henderson, Lorna P. Marson, Bryan R. Conway, Stephen J. Wigmore, Laura Denby

**Keywords:** Nephrology, Bioinformatics, Noncoding RNAs, Organ transplantation

## Abstract

Small noncoding RNAs, miRNAs (miRNAs), are emerging as important modulators in the pathogenesis of kidney disease, with potential as biomarkers of kidney disease onset, progression, or therapeutic efficacy. Bulk tissue small RNA-sequencing (sRNA-Seq) and microarrays are widely used to identify dysregulated miRNA expression but are limited by the lack of precision regarding the cellular origin of the miRNA. In this study, we performed cell-specific sRNA-Seq on tubular cells, endothelial cells, PDGFR-β^+^ cells, and macrophages isolated from injured and repairing kidneys in the murine reversible unilateral ureteric obstruction model. We devised an unbiased bioinformatics pipeline to define the miRNA enrichment within these cell populations, constructing a miRNA catalog of injury and repair. Our analysis revealed that a significant proportion of cell-specific miRNAs in healthy animals were no longer specific following injury. We then applied this knowledge of the relative cell specificity of miRNAs to deconvolute bulk miRNA expression profiles in the renal cortex in murine models and human kidney disease. Finally, we used our data-driven approach to rationally select macrophage-enriched miR-16-5p and miR-18a-5p and demonstrate that they are promising urinary biomarkers of acute kidney injury in renal transplant recipients.

## Introduction

Small noncoding microRNAs (miRNAs) are important both as key pathogenic regulators (1, 2) and as biomarkers of renal disease (3). Their capacity to drive renal disease has now been recognized and begun to be translated from preclinical studies (4, 5) to clinical trials of miRNA inhibitor–based (anti-miR) therapies in renal disease (6). The ability of miRNAs to be stably detected in samples, including urine and serum, makes them attractive biomarkers, offering the potential to provide a real-time reflection of the molecular and pathological landscape of the kidney, without the need for renal biopsy.

With the advent of microarray and later small RNA-sequencing (sRNA-seq), the bulk tissue transcriptome-wide profile of miRNAs has been characterized across various renal conditions (7–12). However, the expression of a given miRNA in such whole-tissue transcriptomics reflects both the abundance of that miRNA in each cell type and the proportion of that cell type within the sample (13). This is problematic both for disease process and for biomarker research, as the proportion of each renal cell type may vary considerably among renal health, injury, and repair. For example, it is evident that inflammatory renal disease induces a large increase in the ratio of inflammatory cells to tubular cells as compared with that in a healthy kidney (14, 15).

Unlike analysis of gene expression (13), defining cell-specific miRNA expression within the kidney is hampered by the lack of equivalent single-cell sequencing methodology for miRNAs. Although “kidney-enriched” miRNAs, such as miR-192, miR-194, and the miR-30 family, have been identified by sRNA-Seq across multiple organs (16, 17), there are shortcomings to this approach. First, it is unable to detect differences between cell types in the kidney, essential for the unambiguous interpretation of a biopsy, for example. Second, it rests on the assumption that cell enrichment remains stable across injury and repair. SRNA-Seq to detect the differentially expressed miRNAs (DEmiRNAs) in microdissected proximal tubules and glomeruli has provided information on the cell-specific miRNA changes in diabetic nephropathy, IgA nephropathy, and focal segmental glomerulosclerosis (FSGS) (18). Although the most highly expressed miRNAs are listed in both proximal tubules and glomeruli, this does not equate to cell selectivity of these miRNAs. Moreover, the DEmiRNAs described, while undoubtedly important, may be masked when examining a whole-tissue biopsy sample.

Understanding the cell-specific miRNA expression in the kidney is essential, both to contextualize whole-tissue miRNA changes and to identify miRNAs that may have potential utility as either therapeutic targets or biomarkers. Because only the most abundant miRNAs in a cell are thought to mediate mRNA target suppression (19), profiling the cellular miRNA expression may guide researchers as to which miRNAs to mechanistically interrogate and in which cell type. Similarly, this knowledge may enhance the rational selection of biomarkers in kidney disease, based on the expected cellular pathology of the condition.

To address this knowledge gap, we performed sRNA-Seq on discrete renal cell populations obtained from mouse kidney in health, following injury, and during repair. The aim of the study was to identify miRNAs that stringently remained enriched in specific cell types across acute injury, late injury, and repair in the kidney, which could be reasonably applied as cell-enriched markers in both acute kidney injury and chronic kidney disease. For our analysis pipeline, we combined an unbiased clustering approach and validated it with a supervised methodology, identifying cell-specific miRNAs in the kidney and creating an interactive platform for others to explore these results and contextualize their own findings. We then use this knowledge to deconvolute DEmiRNA expression in whole-tissue data obtained from a further mouse model of renal injury and in data sets from human renal disease. Finally, we apply this knowledge to rationally select miRNAs having potential as disease biomarkers, identifying macrophage-enriched miR-18a-5p and miR-16-5p as urinary biomarkers of acute kidney injury following transplantation.

## Results

### Reversible unilateral ureteric obstruction model induces kidney injury followed by resolution.

The reversible unilateral ureteric obstruction (R-UUO) model (20–22) allowed us to map renal miRNA expression in normal, injured, and repairing kidney tissue (Figure 1A). One week following UUO, there was widespread renal tubular dilatation (Figure 1B) and a marked increase in tubular expression of kidney injury molecule-1 (KIM-1) encoded by the gene *Havcr1* (Figure 1, B and C). Following reimplantation of the ureter to reverse obstruction, there was a reduction in tubular dilatation and a significant decline in KIM-1 expression, with an 83% reduction in Havcr1 expression by 2 weeks of reversal of the injury (*P* < 0.0001 vs. UUO-7), indicating effective reversal of obstructive tubular injury (Figure 1, B and C).

The kidney is a complex organ with multiple cell types. In order to identify cell-selective miRNAs, we chose to examine the sRNA profile of 4 of the key cell types implicitly involved in kidney injury and repair. We used FACS of digested cortical kidney tissue to isolate endothelial cells (ECs; CD45^–^CD31^+^), F4/80^hi^ macrophages (Macs; CD45^+^F4/80^hi^), PDGFR-β^+^ stromal cells/fibroblasts (CD45^–^CD31^–^), and proximal tubular cells (PT cells; CD45^–^CD31^–^LTL^+^) (Figure 1D). During injury (UUO), the proportion of live PT cells significantly decreased, whereas the proportion of CD45^+^ immune cells, macrophages, and PDGFR-β^+^ cells significantly increased (Figure 1E). Upon reversal, there was significant reduction in the proportion of macrophages but a persistence of CD45^+^ cells, which likely reflects T cell presence during the repair phase as has been observed before (22, 23). An increase in ECs with injury was noted; this may be a consequence of increased expression of CD31 upon endothelial activation and/or increased liberation of ECs from injured tissue. To assess the purity of our populations, we demonstrated that marker gene expression was specific to the corresponding cell population (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.140399DS1).

We performed sRNA-Seq on each of the isolated cell types from sham-operated animals, at 2 and 7 days after UUO (UUO-2, UUO-7) and at 2 weeks following R-UUO (*n* = 4 per group). 

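The single-population sRNA-Seq data hold 63 libraries from 16 mice, 4 each in sham, UUO-2, UUO-7 and R-UUO, where R-UUO is 7 days of obstruction followed by 14 days of reversal. By the paper's methods, the sequenced mice were chosen for Havcr1 (KIM-1) expression near the mean. SDs between mice, and p-values that rest on them, may therefore be smaller than in unselected mice. ECs, F4/80hi Macs, LTL+ PT cells and PDGFR-β+ cells were sorted from each mouse, so that the libraries of one mouse share its replicate number. PDGFR-β+ cells at UUO-7 have 3 libraries, because the authors removed 1 as an outlier in their principal component analysis, and every other group has 4. The authors trimmed the reads with TrimGalore and Cutadapt, aligned them to GRCm38 and miRBase with ShortStack and deposited raw read counts per genomic locus of a mature miRNA, without normalization. The paper's text does not name how reads that map to more than 1 locus were placed or whether the counting used the strand. The table holds 2110 loci with 1966 mature miRNA names, and 523 of the loci have no count in any library. There are 82 names with more than 1 locus, among them miR-16-5p on chromosomes 3 and 14 and miR-194-5p on chromosomes 1 and 19, and each locus was kept with its own counts. Some loci overlap another locus, mostly on the opposite strand, with a share of at least 0.5 of the shorter one (106 loci), and 78 carry the same counts as an earlier locus in every library.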

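Depth differed more between the sorted populations than between the conditions. The total count of the EC libraries ranged from 7395011 to 10819385 in sham (median 8814424), from 2792366 to 6386817 at UUO-2 (median 3937710), from 4813388 to 9684164 at UUO-7 (median 6647314) and from 3934970 to 10319896 in R-UUO (median 9677551). Macs had 2105184 to 6095639 counts in sham (median 3463901), 2827701 to 4600933 at UUO-2 (median 4060748), 1798374 to 3076036 at UUO-7 (median 2252587) and 1106651 to 6912556 in R-UUO (median 2878411). In PT cells the totals were smallest, with 622689 to 987306 in sham (median 752391), 944386 to 1675136 at UUO-2 (median 1040215), 1665115 to 5093294 at UUO-7 (median 2165543) and 616565 to 3122831 in R-UUO (median 1163320). PDGFR-β+ cells had 2732682 to 7932031 counts in sham (median 4293044), 3279418 to 6701056 at UUO-2 (median 4461948), 1905053 to 4346685 at UUO-7 (median 3667447) and 4078086 to 8769219 in R-UUO (median 4416425). A count of 3, taken as the smallest that a library can show, corresponds to 0.277 to 1.07 CPM in ECs, 0.434 to 2.71 in Macs, 0.589 to 4.87 in PT cells and 0.342 to 1.57 in PDGFR-β+ cells. The paper's methods name no molecular identifiers, so floors cover counting error only. The Wilson intervals of shares given below treat loci as independent and hold no error between mice. The 10 most abundant loci took 57% to 86.4% of the counts of a library. For this reason the libraries were scaled with edgeR's TMM factors, which lay between 0.472 and 0.769 in ECs, 1.37 and 2.01 in Macs, 0.517 and 1.53 in PT cells and 0.622 and 1.09 in PDGFR-β+ cells, and the enrichment, the silhouettes, the contrasts of cell types and the changes with injury were computed again with the library size alone. Replicate libraries were counted as separate samples, since the chi-square statistic of the counts of each pair was 10.3 to 2653 per degree of freedom. Of all loci, 671 passed edgeR's filter on low counts over the 63 libraries and entered the comparisons of cell types. For changes with injury the scaling and the filter were applied to the libraries of 1 cell type at a time, which gave other CPM values than the scaling over all libraries.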

Small RNAs were annotated to miRBase and miRNA expression was analyzed. 

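Counts of the loci past the filter were variance-stabilized with DESeq2 and the 500 most variable loci were compared between libraries. Differences between cell types made up 69.2% of the total sum of squares and differences between experimental conditions 5.76%. When cell type labels were permuted within each mouse, the largest share in 100000 resamples was 22.6% (1-sided permutation test, p = 1e-05, the smallest p these resamples can give). When conditions were permuted over whole mice, the largest share was 5.16% (1-sided permutation test, p = 1e-05). The cell type share moved most with log2 CPM in place of variance-stabilized counts, to 71.1%, and the condition share without replicate 4, to 6.40% (1-sided permutation test, p = 8e-05). Within a single cell type the condition made up 31.2% of the sum of squares in ECs, 49.3% in Macs, 42.1% in PT cells and 56.0% in PDGFR-β+ cells, where permuted labels gave medians of 19.3% to 20.2% (1-sided permutation tests, p = 2e-04, 1e-04, 1e-04 and 2e-04, with 1e-04 the smallest that 10000 resamples can give). The first principal component held 36.6% of the variance and the second 23.3%. Among the 15 mice with all 4 cell types, the Euclidean distance between the EC library and the PDGFR-β+ library of a mouse was 44.4 ± 3.26 (SD), and the smallest of the other distances of the same mouse was 52.8 ± 4.94. The EC to PDGFR-β+ distance was the smallest in 14 of the 15 mice (2-sided permutation test with 32768 sign flips, p = 0.000122). Mean distances of the other pairs were 54.1 ± 4.66 between Macs and PT cells, 56.6 ± 4.89 between ECs and Macs, 57.0 ± 5.27 between Macs and PDGFR-β+ cells, 58.0 ± 4.42 between PT cells and PDGFR-β+ cells and 59.0 ± 7.34 between ECs and PT cells.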

Following quality control (Supplemental Figure 1B), our initial unbiased clustering demonstrated that the key variance within the miRNA expression data was due to cell type rather than the experimental condition, with the least variance observed between the endothelial and PDGFR-β^+^ cells (Figure 1F).

### Identification of cell-selective, consistently enriched miRNAs in the mouse kidney.

With this knowledge, we then identified cell type–specific miRNA clusters in the different experimental conditions (Figure 2A and Supplemental Figures 2–5). First, we performed unsupervised, unbiased fuzzy clustering of data from each time point using mFuzz (ref. 24, Figure 2A, and Supplemental Figures 2–5). Because we knew the cellular origin of our samples a priori, we were able to combine this unsupervised approach with filtering by the relative expression for each miRNA within each cell type, enhancing the stringency of our selected enriched miRNAs. We defined those miRNAs with relatively higher expression (mean cell type *z* score > 1.15) as enriched (Supplemental Figure 6). 

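Within each condition, log2 CPM of the loci past the filter were standardized over the libraries of that condition, and a locus counted as enriched when its mean z score in a cell type was above 1.15 and its fuzzy cluster belonged to the same cell type. A cluster was assigned to a cell type when at least 3 of its libraries in the cluster center lay above every library of the other cell types, which stands in for the selection described in the methods. In sham 360 loci were enriched, 87 in ECs, 114 in Macs, 116 in PT cells and 43 in PDGFR-β+ cells. At UUO-2 the total was 331, with 58 in ECs, 125 in Macs, 116 in PT cells and 32 in PDGFR-β+ cells. At UUO-7 it was 369, with 49 in ECs, 99 in Macs, 81 in PT cells and 140 in PDGFR-β+ cells. In R-UUO it was 265, with 27 in ECs, 82 in Macs, 99 in PT cells and 57 in PDGFR-β+ cells. The z score alone selected 366, 351, 374 and 278 loci in sham, UUO-2, UUO-7 and R-UUO, and fuzzy clustering alone 558, 586, 627 and 544. Of the loci selected by the z score, 6, 20, 5 and 13 were not assigned to the same cell type by fuzzy clustering, and of those selected by fuzzy clustering, 198, 255, 258 and 279 were not assigned to the same cell type by the z score, including 2, 9, 3 and 2 that the approaches assigned to different cell types. In 100 permutations of the cell type labels within each mouse, the largest numbers were 116 in sham, 32 at UUO-2, 99 at UUO-7 and 103 in R-UUO, with a median of 0 in each condition. Thinning every library to the depth of the smallest, an alternative chosen after seeing the data, moved these totals most, to 238 in sham, 220 at UUO-2, 241 at UUO-7 and 188 in R-UUO.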

The 2 approaches demonstrated significant overlap and, taking forward those that replicated across both approaches, we identified miRNAs enriched in each cell type for each experimental condition: sham (*n* = 313), UUO-2 (*n* = 282), UUO-7 (*n* = 330), and R-UUO (*n* = 232) (Table 1 and Supplemental Figure 6).

Organ atlas studies to date have primarily been performed on healthy animals, with the assumption that reported cell-specific miRNAs will remain enriched, despite transcriptional changes occurring during injury and repair, and thus represent consistent cell markers (25). We demonstrate that across the cell types, only 129 out of 408 (31.6%) miRNAs maintain consistent cell-specific enrichment at all time points (Table 1). 

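Over the 4 conditions, 455 loci were enriched in exactly 1 cell type and 75 in more than 1. Of the former, 137 (30.1%, 95% Wilson interval 26.1% to 34.5%) were enriched in their cell type in all 4 conditions. The interval treats loci as independent and holds no error between mice. Leaving out each replicate number in turn gave shares from 24.55% to 30.27%. To show what the thresholds give when groups do not differ by condition, the mice were dealt into 4 mixed groups, each with 1 mouse of every condition, and the classification was repeated 100 times. The share with enrichment in all groups then had a median of 40.5% (range 34.8% to 45.9%), and none of the 100 regroupings gave a share as low as the conditions. The number of loci enriched in all groups had a median of 143 (range 123 to 160) and was as low as with the conditions in 17 of the 100. Loci enriched in exactly 1 cell type numbered 322 to 388. Mixed groups hold the differences between conditions within them. The median number enriched per mixed group was 237 to 237.5, against 265 to 369 in the conditions. The shares of mixed groups are therefore not those of unchanged groups of 1 condition. In simulated counts with 187 of 570 loci raised by a log2 of 2 in 1 cell type in every condition, 175 were enriched in that cell type only and 99 in all conditions, so that the thresholds alone lose part of a constant enrichment. Of the alternatives, thinned libraries gave the highest share, 36.9%, and the omission of the low-count filter the lowest, 22.6%. The paper counts the time points at which both approaches place a miRNA in the same single cell type, sets this tally against the assumption, made in atlas studies of healthy animals, that cell-specific miRNAs stay enriched during injury and repair, and concludes that only a minority do.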

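Of the loci enriched in sham, 241 were enriched in the same cell type at UUO-2, 6 in another cell type and 113 in none. At UUO-7 the numbers were 176, 70 and 114, and in R-UUO 191, 7 and 162. Enrichment in the sham cell type was present in all conditions for 38.1% (95% Wilson interval 33.2% to 43.2%), and 73 loci (20.3%, 16.4% to 24.7%) were enriched in another cell type in at least 1 later condition. In the mixed groups of mice, each with 1 mouse of every condition, 61.2% kept their cell type (median of 100 regroupings, range 45.2% to 71.2%). At most 1.27% changed it (median 0%). These groups hold the differences between conditions within them, so they do not stand for unchanged groups of 1 condition. The change of cell type was concentrated in ECs and PDGFR-β+ cells, since 53 loci enriched in ECs in sham were enriched in PDGFR-β+ cells at UUO-7. Of these, 51 lie in a single miRNA cluster on chromosome 12 of GRCm38, between 109544588 and 109747949, so that most of the changes of cell type are not independent of each other. With a z score threshold of 1.3 the number that changed cell type was 47.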

On profiling the trajectory of sham-enriched miRNAs, it could be observed that with injury and repair a significant proportion either was no longer cell specific or became enriched in another cell type completely (Figure 2B). Importantly, this may confound the interpretation of their expression in whole-tissue RNA data sets of uninjured tissue.

On unsupervised reclustering of the data, it was evident that miRNAs exhibiting consistent cell-specific enrichment throughout all 4 experimental conditions had superior matching to their corresponding origin cell type (Figure 2C). 

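Matching to the origin cell type was measured by the silhouette width of each library by cell type, on standardized log2 CPM of the loci of a class, where 1 stands for a library close to its own cell type and a negative value for one closer to another. Over the 63 libraries the mean width was 0.559 ± 0.0922 (SD between libraries) on loci enriched in the same cell type in all conditions, 0.319 ± 0.129 on those enriched in 2 or 3 conditions, 0.230 ± 0.116 on those enriched in 1, and 0.170 ± 0.122 on 141 loci enriched in none. The lowest width of a library was 0.335 with the first of these classes, and no library was negative, whereas 1 library was negative with loci of 2 or 3 conditions (-0.0230) and 3 with loci enriched in none. Scaling by library size alone moved these means most, to 0.589, 0.349, 0.247 and 0.185 in the same order. The lowest width with the first class was then 0.0623, and 3, 1 and 4 libraries were negative with the other classes. No test was made, because the classes were defined on the same libraries.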

As such, we defined miRNAs enriched in only 1 cell type and at 1, 2–3, and all 4 time points as having low (*n* = 134), moderate (*n* = 145), and high (*n* = 129) enrichment consistency, respectively. These highly enriched miRNAs (Figure 3), which appeared to be most consistently specific for each cell type, were taken forward for downstream analysis and deconvolution of bulk samples. 

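In the counts, 131 loci had low, 187 moderate and the remainder high enrichment consistency. Low consistency was found for 31 loci in ECs, 28 in Macs, 45 in PT cells and 27 in PDGFR-β+ cells, and moderate consistency for 21, 54, 78 and 34. High consistency was found for 16 loci in ECs, 61 in Macs, 39 in PT cells and 21 in PDGFR-β+ cells. The loci of high consistency carry 131 mature names, and 20 of them overlap another locus of the same class. With library size only, without TMM factors, the high class held 9 loci in ECs and 97 in Macs.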

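Among the names legible in Fig. 3, all those past the filter on low counts were of high or moderate consistency in the same cell type in these counts. They were 14 high and 2 moderate of 16 names in ECs, 56 high and 4 moderate of 59 names in Macs (1 name has loci in both classes), 28 high and 1 moderate of 29 in PT cells and 14 high and 3 moderate of 17 in PDGFR-β+ cells. The largest mean z scores in ECs belonged to miR-126a-5p (chromosome 2, 26591365 to 26591385 of GRCm38, in an exon of Egfl7) and to the opposite-strand locus miR-126b-3p, whose counts are nearly identical. MiR-126a-5p was at 120300 ± 20500 CPM in ECs (SD, n = 16, scaled over all libraries), with a log2 difference of 7.02 from the mean of the other 3 cell types (standard error 0.153, adjusted p = 5.78e-43, edgeR's quasi-likelihood test). In Macs they belonged to miR-3964 (chromosome 15, 29713337 to 29713356), at 12.6 ± 8.35 CPM, and miR-6537-3p (chromosome 7, 25097089 to 25097111, in an intron of Pou2f2), at 2.53 ± 0.712 CPM, both at or near 0 counts in the other cell types. In PT cells they belonged to miR-192-5p and the chromosome 19 locus of miR-194-5p, and in PDGFR-β+ cells to the chromosome 1 locus of miR-199a-5p and to miR-34c-5p (chromosome 9, 51103076 to 51103098). MiR-34c-5p was at 732 ± 217 CPM in PDGFR-β+ cells (n = 15), with a log2 difference of 5.04 (standard error 0.127, adjusted p = 6.11e-40, same test).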

The enrichment and dynamic changes of all profiled miRNAs can be explored in our interactive online platform available at http://www.kidney-enriched-micrornas.com

### Deconvolution of whole-kidney tissue sRNA-Seq data.

The R-UUO model exhibits increased inflammatory cell numbers and a loss of healthy proximal tubules with injury, with partial recovery in R-UUO (Figure 1, B and E), as we have previously described (22). We set out to explore whether the expression changes in whole-tissue sRNA-Seq of our highly enriched miRNAs mirrored the changes in the proportions of renal cells determined by flow cytometry. This would allow us to better contextualize changes in whole-kidney miRNA expression, applicable to a typical renal biopsy.

To interrogate this, we first plotted the change in expression between experimental time points of the highly enriched miRNAs in each cell type in the whole-tissue sRNA-Seq data from the R-UUO model and compared this with that of nonenriched miRNAs. No overall shift in the expression of nonenriched miRNAs was observed between any of the experimental conditions, with the proportion of upregulated and downregulated miRNAs evenly distributed across the central axes (purple line, Figure 4A and Supplemental Figure 7). With early injury (sham vs. UUO-2), there was a loss of PT-enriched miRNAs, which became more marked by UUO-7 (blue line). As the injury progressed (UUO-7), there was a significant increase in the macrophage-enriched miRNAs (green line) versus both sham and UUO-2. In addition, PDGFR-β^+^–enriched miRNAs were upregulated at UUO-7, when established fibrosis was evident (red line). There were no significant changes in enriched and nonenriched miRNA expression between UUO-7 and R-UUO. Volcano plots displaying the profile of enriched cells for all experimental data sets and comparisons are available to visualize at http://www.kidney-enriched-micrornas.com

The global expression profiles of our cell-enriched miRNAs mirrored the changes observed in cellular proportions on flow cytometry (Figure 1E); for example, with injury, we observed an increase in macrophages (CD45^+^F4/80^hi^) and PDGFR-β^+^ cells, alongside an early and sustained loss of PT cells.

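Differential expression was tested in each cell type with edgeR's quasi-likelihood test over its libraries, with the paper's thresholds of a fold change above 1.5 and an FDR of 0.05. In ECs 469 loci were tested, and 7 were higher and 1 lower at UUO-2 than in sham, 29 higher and 25 lower at UUO-7 than in sham, 7 higher and 2 lower at UUO-7 than at UUO-2, and 4 higher and 1 lower in R-UUO than at UUO-7. In Macs (457 tested) the same comparisons gave 84 higher and 42 lower, 120 and 77, 74 and 66, and 58 and 33. In PT cells (330 tested) they gave 49 and 14, 84 and 58, 9 and 5, and 2 and 3. In PDGFR-β+ cells (477 tested) they gave 27 and 3, 162 and 68, 112 and 49, and 15 and 4. No change in any of the 4 comparisons was called for 410 loci in ECs, 173 in Macs, 181 in PT cells and 237 in PDGFR-β+ cells. The biological coefficient of variation was 0.297 in ECs, 0.271 in Macs, 0.332 in PT cells and 0.416 in PDGFR-β+ cells. Of the loci tested, the sham and UUO-7 libraries did not overlap for 116 in ECs, 216 in Macs, 170 in PT cells and 277 in PDGFR-β+ cells, where chance gives 2.86% of loci with 4 against 4 libraries and 5.71% with 3 against 4. Reversal is where the alternatives moved the numbers most, since omitting the low-count filter gave 39 DEmiRNAs in place of 5 between UUO-7 and R-UUO in ECs, and the edgeR likelihood ratio test gave 41. In PT cells the same comparison gave 0 with library size only, where 38 loci had an unadjusted p under 0.05. Counts were simulated with the depth and spread of the Mac libraries alone, with a log2 fold change of 2 at 196 of 448 loci. They gave 193 of these as DEmiRNAs and 4 of the unchanged loci. Recovery in the other cell types, whose biological coefficients of variation are all larger, was not simulated.

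**Figure D1:**
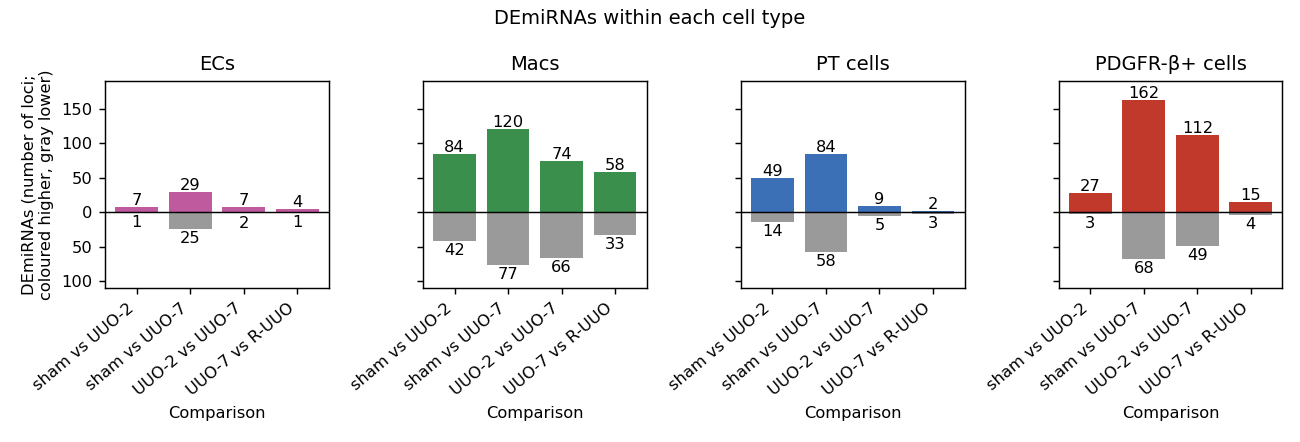
Number of DEmiRNAs (y axis) in each of the 4 comparisons (x axis) in ECs, Macs, PT cells and PDGFR-β+ cells, with those higher in the later condition drawn upward in color and those lower drawn downward in gray. Most changes lie between sham and UUO-7, with 230 in PDGFR-β+ cells, and fewest between UUO-7 and R-UUO in ECs and PT cells, with 5 each.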

Within each cell type we identified that several miRNAs exhibited dynamic miRNA expression with injury and repair (Table 2). The expression profile of each individual miRNA can be explored at http://www.kidney-enriched-micrornas.com We also observed dynamic expression in the enriched miRNA population (Figure 3). 

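For each comparison, the loci with the largest log2 fold changes among DEmiRNAs whose groups did not overlap were taken, with CPM scaled within the cell type. In ECs miR-147-3p rose from 0.408 ± 0.305 CPM in sham to 7.40 ± 1.10 at UUO-2 and 10.4 ± 2.69 at UUO-7 (SD, 4 mice each, log2 4.06 and 4.57, adjusted p = 0.00261 and 0.000192), with 0 to 8 counts per sham library. MiR-21a-3p rose in ECs from 5.61 ± 0.602 to 46.3 ± 15.7 CPM at UUO-2 (log2 3.04, standard error 0.304, adjusted p = 4.34e-06). Between UUO-7 and R-UUO, miR-100-5p rose from 105 ± 14.1 to 280 ± 64.6 CPM (log2 1.41, adjusted p = 0.00113) and miR-145a-5p from 50.7 ± 12.4 to 162 ± 64.2 CPM in ECs (log2 1.67, adjusted p = 0.0207), the latter not past the FDR with only the 2 groups in the fit (adjusted p = 0.0554). MiR-184-3p rose in ECs between UUO-2 and UUO-7 (log2 7.35, adjusted p = 0.032), but from counts of 10 to 2175 among the 4 UUO-7 libraries. In Macs miR-147-3p rose from 5.16 ± 1.43 to 120 ± 20.3 CPM at UUO-2 (log2 4.55, standard error 0.292, adjusted p = 5.92e-09). MiR-210-5p fell from 43.6 ± 32.5 CPM at UUO-7 to 10.1 ± 4.25 in R-UUO (log2 -2.16, adjusted p = 0.00213), and miR-19a-5p from 3.52 ± 1.73 to 0.477 ± 0.698 (log2 -2.20, adjusted p = 0.0178). MiR-541-5p and miR-127-3p rose in Macs between UUO-2 and UUO-7 (log2 4.15 and 3.65, adjusted p = 0.00855 and 0.0112), with SDs at UUO-7 above the means (76.6 ± 113 and 272 ± 419 CPM). In PT cells miR-653-5p rose from 6.99 ± 3.53 to 136 ± 19.9 CPM at UUO-2 (log2 4.26, adjusted p = 3.65e-05) and miR-183-5p from 27.1 ± 17.3 to 682 ± 215 CPM at UUO-7 (log2 4.64, adjusted p = 7.19e-06). MiR-375-3p rose from 224 ± 44.8 CPM at UUO-2 to 1507 ± 318 at UUO-7 (log2 2.75, adjusted p = 5.12e-07) and fell to 741 ± 194 in R-UUO (log2 -1.02, adjusted p = 0.0329), a fall that was not past the FDR with library size only (adjusted p = 0.198). MiR-335-5p fell in PT cells from 19.1 ± 9.38 to 3.81 ± 0.861 CPM between UUO-2 and UUO-7 (log2 -2.29, adjusted p = 0.0259), and miR-190a-5p rose from 20.0 ± 3.56 to 53.8 ± 31.4 CPM between UUO-7 and R-UUO (log2 1.41, adjusted p = 0.035, not past the FDR with library size only, adjusted p = 0.249). In PDGFR-β+ cells miR-21a-3p rose from 9.50 ± 7.78 to 179 ± 20.6 CPM at UUO-2 (log2 4.18, adjusted p = 8.12e-06) and miR-155-5p from 2.25 ± 1.92 to 32.6 ± 14.5 CPM (log2 3.87, adjusted p = 9.44e-05). On reversal miR-322-5p rose in these cells from 499 ± 48.4 (3 mice) to 2473 ± 631 CPM (log2 2.31, adjusted p = 7.13e-05), and miR-142b, which lies opposite the macrophage miRNA miR-142a-3p, fell (log2 -1.97, adjusted p = 0.0173). The other selected loci had counts at or under 3 in every library of 1 group, so that only lower bounds can be given. MiR-155-3p was at least 7.15-fold higher at UUO-7 than in sham in PDGFR-β+ cells. In ECs its mean at UUO-7 was 3.15-fold above the floor of sham, with 1 to 13 counts per UUO-7 library. The mean of miR-204-3p in ECs at UUO-2 was 2.96-fold above the floor of UUO-7, with 3 to 12 counts per UUO-2 library. In both cases libraries of the higher group reach the floor, so these values do not bound the change in every mouse. In Macs miR-296-3p was at least 2.65-fold higher at UUO-2, and miR-467c-5p and miR-212-5p at least 8.82-fold and 8.08-fold higher at UUO-7, than in sham. In PT cells miR-96-5p was at least 4.24-fold higher at UUO-2 and 7.19-fold higher at UUO-7 than in sham. In PDGFR-β+ cells at UUO-7, miR-382-5p was at least 8.60-fold higher than in sham and 8.57-fold higher than at UUO-2, and miR-376a-5p at least 3.97-fold higher than at UUO-2.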

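In PDGFR-β+ cells miR-143-3p (chromosome 18, 61649199 to 61649219 of GRCm38) was the more abundant arm of its hairpin, at 289600 ± 43300 CPM in sham, 219400 ± 71400 at UUO-2, 103900 ± 13000 at UUO-7 and 85720 ± 21000 in R-UUO (SD, 4 mice, 3 at UUO-7, scaled within PDGFR-β+ cells). Between sham and UUO-7 it fell by 1.48 on the log2 scale (standard error 0.235, adjusted p = 9.32e-05, edgeR's quasi-likelihood test), whereas the change at UUO-2 was not past the FDR (log2 -0.40, adjusted p = 0.268). MiR-143-5p fell by 1.01 (adjusted p = 0.00104), from 79.6 ± 6.97 to 39.5 ± 8.11 CPM. MiR-145a-5p (chromosome 18, 61647866 to 61647888) was at 1028 ± 335 CPM in sham, 1774 ± 649 at UUO-2 and 424 ± 37.1 at UUO-7, and fell by 1.28 between sham and UUO-7 (standard error 0.348, adjusted p = 0.00624), and miR-145a-3p fell by 1.93 (standard error 0.222, adjusted p = 4.57e-06). MiR-214-3p (chromosome 1, 162223438 to 162223459, in an exon of Dnm3os) rose from 52.9 ± 2.41 CPM in sham to 98.3 ± 8.95 at UUO-2 and 442 ± 57.9 at UUO-7, by a log2 of 3.06 between sham and UUO-7 (standard error 0.158, adjusted p = 5.91e-10), and miR-214-5p by 2.59 (adjusted p = 3.68e-08). The chromosome 1 locus of miR-199a-5p (162217844 to 162217866, in an exon of the same transcript) rose from 428 ± 49.1 to 800 ± 77 CPM at UUO-2 and 2239 ± 248 at UUO-7 (log2 2.39, standard error 0.137, adjusted p = 2.18e-09). MiR-199a-3p on chromosome 1 rose from 2830 ± 278 to 12080 ± 1180 CPM at UUO-7 (log2 2.09, standard error 0.182, adjusted p = 3.33e-07). The chromosome 9 loci of miR-199a had low counts and rose as well (log2 2.36 and 2.14, adjusted p = 0.00173 and 5.72e-06). MiR-199b-5p and miR-199b-3p (chromosome 2) rose by 3.56 and 2.07 (adjusted p = 6.63e-07 each). MiR-199b-3p has the same mature sequence as miR-199a-3p. The counting could have placed shared reads at both, so their rises may not be separate changes. Sham and UUO-7 libraries did not overlap for any of these miRNAs, and none changed between UUO-7 and R-UUO (adjusted p from 0.209 to 0.824). With library size only, the median of all tested loci moved by a log2 of 1.02 between sham and UUO-7 in place of 0.49, miR-143-3p and miR-145a-3p passed the FDR, and miR-145a-5p and miR-143-5p did not (log2 -0.73 and -0.48, adjusted p = 0.0507 and 0.0717). Whether RNA of PDGFR-β+ cells in the libraries of other cell types moved miR-143 or miR-145 there was not tested.

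**Figure D2:**
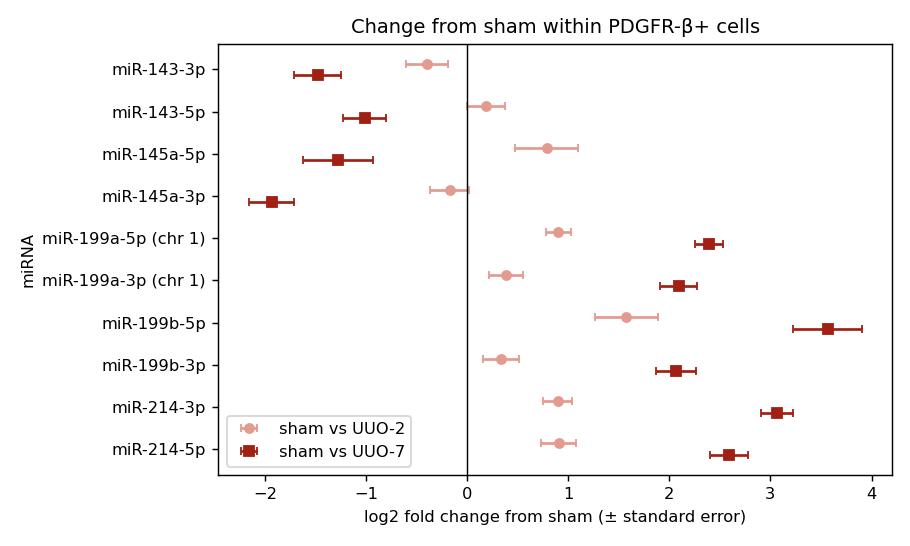
Log2 fold change from sham (x axis, points, with standard errors as bars) of 10 miRNAs (y axis) within PDGFR-β+ cells at UUO-2 (light circles) and UUO-7 (dark squares). At UUO-7 the arms of miR-143 and miR-145a lie between -1.93 and -1.01 and those of miR-199a, miR-199b and miR-214 between 2.07 and 3.56. MiR-199a-3p and miR-199b-3p share a mature sequence and may hold the same reads.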

For example, within the individual cell populations we found that in the PDGFR-β^+^ cells during late injury, there was substantial loss of enriched miR-143 and -145 and a significant increase in miR-199 and -214 (Supplemental Figure 8). We and others have previously shown that miR-214 is involved in renal injury and fibrosis (1, 26–28).

We next wished to determine whether the changes in the expression of enriched miRNAs over time within the bulk sRNA-Seq are due to differential expression of those miRNAs within each cell type or reflect changes in the proportion of cell types at each time point. We directly compared the expression changes in the bulk (cortical) and isolated macrophage sRNA-Seq data sets. 

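Changes of the macrophage-enriched set within Macs were measured as the per-mouse mean log2 CPM (scaled within Macs) of the 61 loci of high consistency, and tested by exact permutation of the mice. The mean was 7.39 ± 0.0311 in sham (SD, n = 4), 7.42 ± 0.0665 at UUO-2, 7.40 ± 0.0897 at UUO-7 and 7.27 ± 0.121 in R-UUO. Against sham the difference was 0.02 at UUO-2 (2-sided exact permutation test, p = 0.571) and 0.01 at UUO-7 (p = 0.857), while UUO-7 differed from UUO-2 by -0.01 (p = 0.83) and R-UUO from UUO-7 by -0.14 (p = 0.143). At UUO-7, 31 loci of the set were higher and 30 lower than in sham, and the 141 nonenriched loci had a median change of 0.22. Of the alternatives, the median over the set moved the sham to UUO-2 difference most, to 0.25 (p = 0.0286, the smallest that 4 against 4 mice can give), and library size only gave -0.36 between UUO-7 and R-UUO (exact permutation p = 0.0286).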

While the expression of macrophage-enriched miRNAs increased with injury in the bulk sRNA-Seq data (orange); no increase was observed within the macrophages themselves (blue) (Figure 4B and Supplemental Figure 9A). Thus, the observed changes in the enriched miRNAs in the bulk sRNA-Seq are likely a consequence of either an influx of monocytes transitioning to F4/80^hi^ macrophages or proliferation of resident macrophages skewing the sample cellular composition in the kidney.

In the PT cells, there was downregulation in the expression of PT-enriched miRNAs with injury in both the whole-tissue (orange) and to a lesser extent within PT cells (blue) (Figure 4C and Supplemental Figure 9B). 

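The 39 loci of the PT cell–enriched set fell within PT cells from a per-mouse mean log2 CPM of 7.01 ± 0.0871 in sham (SD, n = 4) to 6.53 ± 0.0986 at UUO-2 and 6.19 ± 0.265 at UUO-7. The differences from sham were -0.48 at UUO-2 and -0.82 at UUO-7 (2-sided exact permutation tests, p = 0.0286 each, the smallest p that 4 against 4 mice can give). Between UUO-2 and UUO-7 the difference was -0.34 (exact permutation p = 0.0571). At UUO-7, 32 loci of the set were lower and 7 higher than in sham, against a median change of 0.03 in the nonenriched loci (Kolmogorov-Smirnov D = 0.471, a description across loci, which are not independent). With the median over the set in place of the mean, the sham to UUO-2 difference was -0.29 and no longer at the smallest p (p = 0.0857, exact permutation).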

Upon reversal, there was a relative upregulation of PT cell–enriched miRNAs within the proximal tubular cells that was not evident within the whole-tissue sample. This would suggest changes observed in PT cell–enriched miRNAs on the whole-tissue sample may be in part compositional but are also related to downregulation of miRNA expression within the proximal tubular cells due to dedifferentiation during injury. 

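From UUO-7 to R-UUO the PT cell–enriched set rose by 0.12 in per-mouse mean log2 CPM, to 6.31 ± 0.474 (SD, n = 4), a difference within the replicate error (2-sided exact permutation test, p = 0.657). Of its loci 24 were higher and 15 lower in R-UUO, and the nonenriched loci changed by a median of -0.02. The difference ranged from -0.13 to 0.34 when each replicate number was left out in turn, and was highest without replicate 1. In that R-UUO PT library, miR-143-3p was at 24910 CPM against 3687 to 5596 in the other 3 mice, and miR-192-5p at 15570 CPM against 33890 to 63350.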

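Within PDGFR-β+ cells, the 21 loci of the PDGFR-β+–enriched set had a per-mouse mean log2 CPM of 6.08 ± 0.0872 in sham (SD, n = 4), 6.73 ± 0.0956 at UUO-2, 7.72 ± 0.0548 at UUO-7 (n = 3) and 7.70 ± 0.0332 in R-UUO. The rises of 0.65 at UUO-2 and 1.64 at UUO-7 over sham, and of 0.98 from UUO-2 to UUO-7, each had the smallest p these mice allow (2-sided exact permutation tests, p = 0.0286). At UUO-7, 17 loci of the set were higher and 4 lower than in sham, and the median change of the nonenriched loci was 0.27 (Kolmogorov-Smirnov D = 0.658, across loci). From UUO-7 to R-UUO the set changed by -0.02 (p = 0.543, exact permutation), and by -0.25 with library size only (exact permutation p = 0.0286).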

Contrastingly, within the PDGFR-β^+^ cells, there was a large transcriptional increase of PDGFR-β^+^–enriched miRNAs, outstripping the measurable signal within the whole-tissue data set (Supplemental Figure 10A). 

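The 16 loci of the EC-enriched set had a per-mouse mean log2 CPM within ECs of 8.32 ± 0.146 in sham (SD, n = 4), 8.16 ± 0.11 at UUO-2, 8.04 ± 0.068 at UUO-7 and 8.02 ± 0.063 in R-UUO. The change at UUO-2 was -0.16 (2-sided exact permutation test, p = 0.171), and the mean was lower by 0.28 at UUO-7 (p = 0.0286, the smallest possible, exact permutation), with 6 loci higher and 10 lower. Between UUO-2 and UUO-7 the difference was -0.12 (p = 0.0857, exact permutation) and between UUO-7 and R-UUO -0.02 (p = 0.714). With the median level over the set in place of the mean, the changes were 0.25 at UUO-2 and 0.03 at UUO-7 (exact permutation p = 0.143 and 0.971), although the median of the changes of the single loci at UUO-7 was -0.15. The nonenriched loci changed by a median of -0.05 from sham to UUO-7.

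**Figure D3:**
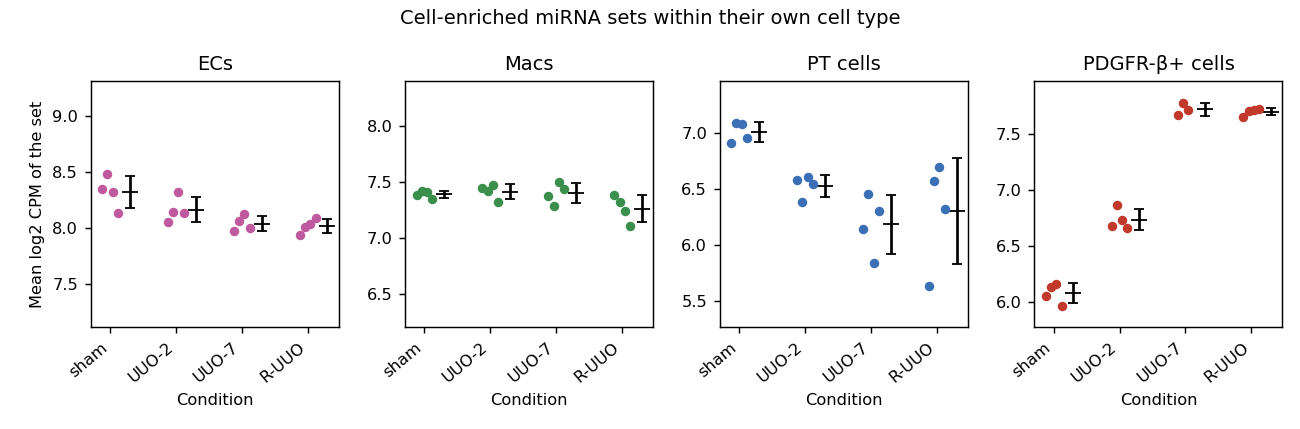
Mean log2 CPM of the set of high enrichment consistency within its own cell type (y axis) in each mouse, for ECs, Macs, PT cells and PDGFR-β+ cells in sham, UUO-2, UUO-7 and R-UUO (x axis). Dots are mice and the bars beside them the mean ± SD, on axes of the same span, and the sets of PT cells fall and those of PDGFR-β+ cells rise from sham to UUO-7.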

Endothelial enriched miRNAs remained relatively stable in ECs and within the whole-tissue data set (Supplemental Figure 10B).

Taken together, this suggested these cell-enriched miRNAs could be used as a window to understand the cellular landscape in the injured and repairing kidney.

MiRNAs are well conserved across phyla (29) and as such we next sought to assess whether the enriched miRNAs were also informative in murine and human acute kidney injury. 

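Expression in 1 cell type was compared with the mean of the other 3 over all conditions, with CPM scaled over all 63 libraries (n = 16 per cell type, 15 in PDGFR-β+ cells). MiR-18a-5p (UAAGGUGCAUCUAGUGCAGAUAG, chromosome 14, 115043867 to 115043889 of GRCm38, in an exon of Mir17hg) was at 17.0 ± 8.69 CPM in Macs (SD, range 8.68 to 34.5), 3.64 ± 1.51 in ECs, 3.22 ± 2.04 in PT cells and 2.21 ± 1.33 in PDGFR-β+ cells, a log2 difference of 2.38 (standard error 0.194, adjusted p = 1.29e-16, edgeR's quasi-likelihood test). MiR-16-5p (UAGCAGCACGUAAAUAUUGGCG) has a locus on chromosome 14 (61631936 to 61631957, in an intron of Dleu2), at 14540 ± 2300 CPM in Macs, 5366 ± 696 in ECs, 4798 ± 680 in PT cells and 5179 ± 726 in PDGFR-β+ cells, and a log2 difference of 1.52 (standard error 0.0505, adjusted p = 5.04e-34). Its locus on chromosome 3 (69009918 to 69009939, in an intron of Smc4) was at 8203 ± 1310 CPM in Macs, with the same log2 difference. The counting could have split reads of the shared mature sequence between the loci, so the abundance at either locus is uncertain. MiR-194-5p (UGUAACAGCAACUCCAUGUGGA) on chromosome 19 (6264658 to 6264679) was at 1598 ± 702 CPM in PT cells, 80.6 ± 14 in ECs, 66.5 ± 21.7 in Macs and 78.1 ± 25.2 in PDGFR-β+ cells (log2 difference 4.36, standard error 0.0822, adjusted p = 1.2e-45). Its chromosome 1 locus (185313325 to 185313346, in an intron of 2010103J01Rik) was at 31.4 ± 12.2 CPM in PT cells and between 1.28 and 2.13 in the other cell types (log2 difference 4.13, standard error 0.151, adjusted p = 1.22e-31). With the mouse as a block the log2 differences were 2.43 for miR-18a-5p, 1.51 for both loci of miR-16-5p, and 4.34 and 4.13 for the chromosome 19 and 1 loci of miR-194-5p (adjusted p from 2e-39 to 9.68e-15). Libraries of the same mouse deviated together from their group means, with a mean correlation of 0.0571 over 93 pairs (permutation p = 2e-04). Library size only moved the differences most, to 3.39 for miR-18a-5p, 2.49 for miR-16-5p and 4.43 and 4.67 for miR-194-5p on chromosomes 1 and 19.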

We selected macrophage-enriched miR-18a-5p and miR-16-5p and PT cell–enriched miR-194-5p as they all demonstrated high cell-specific enrichment (Figure 5A). We confirmed their cellular localization in the R-UUO model by in situ hybridization, demonstrating that miR-194-5p was expressed predominantly in tubules while miR-16-5p and miR-18a-5p were expressed in the interstitium (Figure 5B). Two of these miRNAs, miR-18a-5p and miR-194-5p, also demonstrated early dynamic differential expression in response to injury and repair in the R-UUO model (Figure 5C) and correlated well with their corresponding cell number on flow cytometry (Figure 5C). 

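Within Macs miR-18a-5p rose from 24.0 ± 8.49 CPM in sham to 53.0 ± 7.94 at UUO-2 (SD, 4 mice each, scaled within Macs), by a log2 of 1.15 (standard error 0.262, adjusted p = 0.00265, edgeR's quasi-likelihood test). It fell by 1.55 from UUO-2 to UUO-7 (standard error 0.269, adjusted p = 0.000261), and differed from sham at UUO-7 by -0.41 (adjusted p = 0.22). Between UUO-7 and R-UUO the change was 0.18 (adjusted p = 0.647), and its sign varied with the processing. Within PT cells, miR-194-5p fell from sham to UUO-7 by 1.44 at the chromosome 19 locus (standard error 0.265, adjusted p = 0.000479) and by 1.18 at the chromosome 1 locus (standard error 0.283, adjusted p = 0.00348). The earlier change from sham to UUO-2 was -0.69 (adjusted p = 0.0711) and -0.41 (adjusted p = 0.314) at the 2 loci and not past the FDR, though the chromosome 19 locus passed it with DESeq2 (log2 -0.71, adjusted p = 0.0364). Over all alternatives, the adjusted p of the chromosome 19 locus ranged from 0.00036 to 0.24. From UUO-7 to R-UUO the changes were 0.20 (adjusted p = 0.765) and 0.11 (adjusted p = 0.92).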

MiR-16-5p was selected because it had stable expression regardless of injury, suggesting that the changes in miR-16-5p observed in bulk renal tissue may be more reflective of macrophage number (Figure 5C).

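MiR-16-5p changed little within Macs. At the chromosome 14 locus the log2 changes were -0.05 from sham to UUO-2, -0.12 from sham to UUO-7, -0.07 from UUO-2 to UUO-7 and -0.12 from UUO-7 to R-UUO (adjusted p = 0.824, 0.516, 0.744 and 0.599, edgeR's quasi-likelihood test). At the chromosome 3 locus they were -0.04, -0.13, -0.08 and -0.11 in the same order. With library size only the changes from sham were 0.11 at UUO-2 and 0.00381 at UUO-7 at the chromosome 14 locus, so their sign depends on the scaling.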

To gain insight into the potential biological pathways influenced by the dynamic expression of miR-18a-5p and miR-194-5p, we determined the validated targets (Supplemental Table 1. We then cross-referenced the list of validated targets with expression data from single-cell RNA-sequencing (scRNA-sequencing) performed in the same model (22) and looked for targets for which the gene expression was inversely correlated with miRNA expression. This analysis revealed that for macrophage-derived miR-18a-5p several targets were involved in the cell cycle, e.g., Ccnd1 (Supplemental Figure 11), and TGF-β signaling, e.g., Tgfbr1. Tgfbr1 signaling has been shown to be critical for functional specification in intestinal macrophages (30). For miR-194-5p targets included Runx1 (Supplemental Table 1), which has been shown to be upregulated in renal injury and to be targeted by 194-5p (31, 32).

To assess if the renal expression of these miRNAs was conserved across renal injury stimuli, we employed a mouse model of ischemia/reperfusion injury (IRI). Following 18 minutes of unilateral renal artery occlusion, the IRI animals demonstrated significant early acute tubular necrosis (ATN), macrophage infiltration, and ultimately progression to fibrosis (Figure 6, A–C). CD68 was used as a macrophage marker, and the staining was positive in the interstitium (Figure 6C), in areas overlapping with those observed for miR-18a-5p and miR-16a-5p (Figure 5B). Macrophage-enriched miR-18a-5p was significantly upregulated as early as 2 days after IRI, and this was followed by miR-16-5p upregulation at 2 weeks (Figure 6D). Conversely, PT cell–enriched miR-194-5p was significantly decreased from 7 days onward (Figure 6D). Although this observation of reduced miR-194 in IRI was consistent with previously published data (7), miR-194 appeared to be a poor early marker of tubular injury because it was unable to detect the significant ATN observed at day 2 (Figure 6, A and D). The dynamic profile of the expression of these miRNAs in IRI bore remarkable similarity to those observed in the R-UUO bulk expression (Figure 5C).

### DEmiRNAs in human renal disease exhibit cell type enrichment.

We next wished to determine whether cell-specific miRNAs identified in the R-UUO model are implicated in human renal injury. We hypothesized that the application of miRNA enrichment profiles to external bulk sRNA-Seq data sets from patients with kidney disease could increase our understanding of the potential cellular origin of the reported DEmiRNAs. 

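Of the miRNAs that Fig. 7 names, the cell types were compared over all conditions with edgeR's quasi-likelihood test, each cell type against the mean of the other 3 (n = 16 libraries, 15 in PDGFR-β+ cells, CPM scaled over all libraries). High enrichment consistency in Macs was found for miR-142a-3p (log2 difference 7.66, adjusted p = 9.72e-42), miR-223-3p (7.43, adjusted p = 6.53e-38), miR-342-3p (4.64, adjusted p = 4.96e-49), miR-532-5p (2.85, adjusted p = 2.83e-41) and miR-361-3p (1.66, adjusted p = 7.19e-28). Smaller differences in the same class were those of miR-374b-5p (0.89) and the 2 loci of miR-103-3p (0.74 and 0.75). MiR-142a-3p, miR-223-3p and miR-342-3p also rose in libraries of the other cell types from sham to UUO-7. Macrophage RNA in those libraries was not excluded for miR-142a-3p and miR-223-3p, nor for miR-342-3p in ECs and PDGFR-β+ cells. In PT cells miR-342-3p rose by a log2 of 2.51, above the 1.08 expected from the share of macrophage RNA computed from miR-142a-3p. That share rests on miR-142a-3p alone and makes no allowance for low counts in sham libraries. Moderate consistency in Macs was found for miR-146b-5p (3.31, adjusted p = 4.75e-44), at 4062 ± 2090 CPM in Macs and 3351 ± 3150 in PDGFR-β+ cells (SD), and for miR-17-5p, miR-20a-5p, miR-106b-5p and both loci of miR-19b-3p (1.50, 1.53, 1.53, 1.12 and 1.21). MiR-324-5p was higher in Macs (1.22, adjusted p = 5.01e-08) but reached the z score threshold with its cluster in no condition, and miR-324-3p did in 1 (0.77). In PT cells miR-363-3p had high consistency (3.31, adjusted p = 9.98e-13, 6.35 ± 3.34 CPM), miR-182-5p and miR-375-3p moderate (3.21 and 1.64), and miR-222-3p low (1.29). In PDGFR-β+ cells miR-212-3p had high consistency (3.56, adjusted p = 4.92e-28), miR-132-3p moderate (3.14, adjusted p = 6.58e-36) and miR-497a-5p low (3.84, adjusted p = 7.74e-40). MiR-150-5p had high consistency in ECs (5.18, adjusted p = 6.88e-36), at 2792 ± 691 CPM in ECs and 350 ± 206 in Macs.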

To do this, we profiled the relative expression of each cell-specific miRNA from our data set and crossed this with differentially expressed miRNAs in renal biopsies, from patients with kidney disease (Figure 7, Supplemental Table 2, and Supplemental Figure 12).

We first analyzed the renal miRNA transcriptional changes in human delayed graft function (DGF). DGF is typically the first clinical manifestation of IRI occurring following renal transplantation and histologically is associated with tubular injury and inflammatory cell infiltrates, including macrophages (33, 34). Correspondingly, we identified an upregulation of macrophage-enriched miRNAs (e.g., miR-18a, miR-16) (Figure 7A) when probing the reported DEmiRNAs in DGF.

As diabetic nephropathy (DN) is a leading cause of chronic kidney disease (CKD), we sought to examine the cellular origin of reported DEmiRNAs. We found that miRNAs which were upregulated in kidney biopsies from patients with DN (mean estimated glomerular filtration rate [eGFR] 33 mL/min/1.73 m^2^) compared with controls (eGFR 101 mL/min/1.73 m^2^), corresponded to macrophage-enriched miRNAs (e.g., miR-16, miR-146b) and PDGFR-β^+^–enriched miRNAs (e.g., miR-199a-3p, miR-214-3p), with downregulated miRNAs mapping to PT cell–enriched miRNAs (Figure 7B and ref. 11). This is in keeping with the known inflammatory component of DN, where the intensities of the infiltrates are proportional to the rate of subsequent decline in renal function and tubular loss (15). Similarly, in human polycystic kidney disease — a genetic cause of CKD where healthy tubules are replaced with cysts (10, 35) — the predominant differences are that downregulated miRNAs mapped to the PT-enriched miRNAs (miR-192, miR-194, miR-30 family members), while upregulated miRNAs mapped again to macrophage-enriched miRNAs (e.g., the proinflammatory miR-324) (Figure 7C and refs. 10, 36). In addition, upregulation of PDGFR-β^+^–enriched miRNAs (e.g., miR-199a) was observed, in keeping with the implicated role of myofibroblasts in polycystic kidney disease cyst progression (10, 37).

### Macrophage-enriched miR-18a-5p and -16-5p are early urinary biomarkers of delayed graft function.

Having demonstrated differential expression of miR-18a-5p and miR-16-5p in the kidney of our IRI model and in external data sets of human renal disease, we next wished to assess whether these miRNAs could be detected noninvasively. As a clinical model of acute kidney injury with a significant ischemic etiological component, we studied urine samples from patients with DGF following renal transplantation. DGF is common following deceased donor renal transplantation (38), and the ability to both detect the extent of ischemic injury and predict the likely tempo of recovery would be valuable in tailoring the management of these patients in the early posttransplant period. In order to maximize the potential clinical translation for a point-of-care urinary miRNA test, we employed total urinary RNA quantification after the removal of cellular debris, rather than analysis of individual components, such as urinary exosomes. We hypothesized that changes in macrophage and PT cell–enriched miRNAs from the kidney would be both detectable and differentially expressed when measured in the urine of patients with DGF.

Fifteen patients had urine samples available for analysis: 8 (53.3%) of the patients received kidneys from donors after brainstem death (DBD), and 7 donated kidneys (46.7%) were from donors after circulatory death (DCD) (Table 3). There was no significant difference in donor or recipient characteristics, including age, sex, preoperative dialysis, and cause of kidney failure, on univariate analysis. The 30-day and 90-day renal function posttransplant was similar between groups (Table 3). Patients with DGF trended to having increased macrophage (CD68) number on the study protocol biopsy at day 5 (Figure 8A).

Although there was no significant difference in the urinary levels of neutrophil gelatinase-associated lipocalin (NGAL) (Figure 8B) or KIM-1 (Figure 8C), a significant upregulation in miR-16-5p (fold change 11.3, *P* = 0.016) and miR-18a-5p (fold change 6.57, *P* = 0.011) was evident in the first-passed urine of patients who developed DGF versus those with primary function (Figure 8D). No significant change in PT cell–enriched miR-194-5p was noted. Macrophage-enriched miRNAs demonstrated a high discrimination for the prediction of DGF: miR-16-5p (AUC: 87%, CI: 67.9% to 100%) and miR-18a-5p (AUC: 88.9%, CI: 71.3% to 100%) (Figure 8E). MiR-194-5p was a relatively poor predictor of DGF (AUC: 66.7%, CI: 36.6% to 96.72%) (data not shown). The best model performance was achieved by using the combination of miR-16-5p and miR-18a-5p (AUC: 92.6%, CI: 79.3% to 100%). The individual addition of NGAL or KIM-1 to these macrophage-enriched miRNAs did not improve the prediction of the miRNAs.

## Discussion

Understanding the cell specificity of miRNAs’ expression in the kidney is key to unlocking their full potential as therapeutic targets and biomarkers. In this study, we first performed sRNA-Seq on 4 key renal types isolated from the kidney during health, injury, and repair. This foundation allowed us to apply a potentially novel bioinformatic pipeline, establishing miRNA cell-specific enrichment and the consistency of that enrichment throughout renal injury and repair. Applied to murine models, our cell-enriched miRNAs mirrored the renal histology. Furthermore, we were able to deduce the likely cellular origin of DEmiRNAs in bulk sample analyses from external data sets of human kidney disease. Using this data-driven approach, we then rationally identified miRNAs with potential as biomarkers of macrophage expression, finding miR-16 and miR-18a to be consistent markers when translated into another preclinical model of kidney injury, the IRI model. In humans, we then demonstrated that miR-16 and miR-18a are promising urinary markers of early acute kidney injury following renal transplantation. Finally, we made the data freely available through our interactive platform, providing a reference atlas for researchers in the field (http://www.kidney-enriched-micrornas.com).

A number of studies have previously reported kidney-enriched miRNAs, predominantly by microarray profiling of different organs from normal animals. In the original microarray analysis, Sun et al. identified miRNAs -192, -194, -204, -215, and -216 as kidney specific when compared with heart, spleen, muscle, and prostate (16). Other miRNAs, such as miR-30b, -30c, -30d, -10a, and -192 and the miR-200 family, have also been suggested to be kidney specific (39). However, other studies have shown that these miRNAs are expressed in different tissues — for example, miR-192 is expressed in liver hepatocytes (40) — and that they play a role in other conditions, such as cancer (41, 42). Our data suggest this enrichment in the kidney may reflect the cellular makeup of the kidney. 

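MiR-192-5p (chromosome 19, 6264857 to 6264877 of GRCm38) was at 66500 ± 34900 CPM in PT cells (SD, n = 16, scaled over all libraries), 2256 ± 701 in ECs, 2365 ± 1130 in Macs and 2010 ± 833 in PDGFR-β+ cells, with high consistency in PT cells (log2 difference from the other 3 cell types 4.86, standard error 0.103, adjusted p = 2.8e-43, edgeR's quasi-likelihood test). Both loci of miR-194-5p were of the same class. Of the miR-30 family, both loci of miR-30c-5p (1.62 and 1.63), miR-30c-1-3p (1.49), miR-30e-5p (1.52, 17420 ± 3630 CPM in PT cells) and miR-30e-3p (1.60, with the overlapping opposite-strand locus miR-30f) had high consistency in PT cells, and miR-30d-5p moderate (0.28, adjusted p = 7.13e-06). MiR-30a-5p was higher in ECs (53690 ± 8420 CPM, log2 difference 1.44) than in PT cells (40410 ± 5110 CPM, 0.90) and was enriched only in ECs in sham. MiR-30c-2-3p was likewise of low consistency in ECs (1.80, against 0.66 in PT cells), as was miR-30b-3p, and miR-30a-3p (1.36 in ECs and 1.15 in PT cells), miR-30b-5p (0.15 in PT cells, adjusted p = 0.0525) and miR-30d-3p were enriched in no cell type. The contrast of miR-30d-3p in PT cells was -0.05 and changed sign to 0.18 with library size only. MiR-10a-5p (chromosome 11, 96317186 to 96317208) was of low consistency in ECs (359300 ± 118000 CPM, 1.59, and 0.15 in PT cells, adjusted p = 0.247), and miR-10b-5p was enriched in no cell type (1.43 in PDGFR-β+ cells, 1.17 in ECs and 0.59 in PT cells).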

We note that the miR-30 family, miR-192, and miR-194 (but not miR-10) are enriched in PT cells, which make up the largest cellular component of the kidney. Correspondingly, in whole-tissue sRNA-Seq, the PT cell–derived miRNAs dominate the expression observed and likely obscure changes in other cell types. MiR-192, -194, and -203 have previously been shown to be enriched in the cortex versus the medulla, consistent with PT specificity. However, the miR-200 family, which were proximal tubule enriched in our analysis, have previously been described as medullary enriched (43). Thus, a caveat of our approach is that it may not be capable of discriminating between different portions of the nephron, as some miRNAs may be expressed throughout the EC compartment at differing relative abundance.

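In PT cells miR-200a-3p was at 734 ± 179 CPM, miR-200b-3p at 4368 ± 780 and miR-429-3p at 1957 on average (SD where given, n = 16, scaled over all libraries). All 3 lie within introns of Ttll10 on chromosome 4 (156053916 to 156055706 of GRCm38) and had high enrichment consistency in PT cells, with log2 differences of 3.06, 3.62 and 3.22 from the mean of the other 3 cell types (edgeR's quasi-likelihood test). MiR-141-3p (605 ± 568 CPM, chromosome 6, 124717917 to 124717938) and miR-200c-3p (71.5 ± 44.3 CPM, 124718324 to 124718346) had moderate consistency (1.79 and 3.03). The 5p arms of miR-429 and miR-200c had 8 counts each in all libraries together and were not tested. In the sorted PT libraries miR-141-3p rose by a log2 of 3.49 from sham to UUO-7, while the other cell types changed by -0.15 on average (adjusted p = 1.58e-07 for the difference).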

A key strength in our approach over other studies is that it does not assume that miRNAs that are enriched in healthy animals will remain specific despite the transcriptomic changes evoked during injury and repair. In fact, in our study only 31.6% of enriched miRNAs maintained cell-specific enrichment. This affects our mechanistic understanding of the cellular origin of miRNA when comparing control versus injury using bulk transcriptomics. Our stringent approach has resulted in overlap with other studies, offering support for their enrichment findings. For example, data from Lorenzen et al. described miR-24 as being endothelial enriched (44), a finding supported by our study. Furthermore, we confirm that the PDGFR-β^+^–enriched miRNAs described by Nakagawa and colleagues — including miR-214-3p, -199a-5p, and -199a-3p — are highly PDGFR-β^+^–enriched in our data set (45). 

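MiR-24-3p has loci on chromosome 8 (84208875 to 84208896 of GRCm38) and chromosome 13 (63301251 to 63301272), each with an overlapping opposite-strand miR-3074 locus of nearly identical counts. The chromosome 8 locus was at 1255 ± 233 CPM in ECs, 722 ± 198 in PDGFR-β+ cells, 351 ± 63.1 in Macs and 200 ± 70.6 in PT cells (SD, n = 16, 15 in PDGFR-β+ cells, scaled over all libraries), a log2 difference of 1.80 from the other 3 cell types (standard error 0.0636, adjusted p = 1.76e-32, edgeR's quasi-likelihood test). The chromosome 13 locus was at 64.0 ± 13.8 CPM in ECs (log2 difference 1.85). Enrichment in ECs was moderate, at UUO-2 and UUO-7, and the 5p arms of Mir24-1 and Mir24-2 were enriched in no cell type.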

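MiR-214-3p was at 292 ± 228 CPM in PDGFR-β+ cells (SD, n = 15, scaled over all libraries), 8.41 ± 3.61 in ECs, 18.4 ± 16 in Macs and 3.93 ± 2.71 in PT cells (n = 16 each), a log2 difference of 5.00 from the other 3 cell types (standard error 0.122, adjusted p = 1.36e-40, edgeR's quasi-likelihood test). The chromosome 1 loci of miR-199a-5p (1983 ± 1410 CPM) and miR-199a-3p (10080 ± 6900 CPM) had log2 differences of 5.90 and 5.38 (standard error 0.112 and 0.0923, adjusted p = 6.87e-46 and 7.51e-48), and each of these miRNAs was enriched in PDGFR-β+ cells in all 4 conditions. The large SDs hold the rise within PDGFR-β+ cells from sham to UUO-7.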

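MiR-21a-5p (chromosome 11, 86584120 to 86584141 of GRCm38, in an exon of Vmp1) was at 48720 ± 15600 CPM in Macs, 28650 ± 22900 in PDGFR-β+ cells, 16960 ± 9480 in PT cells and 5621 ± 2820 in ECs (SD, n = 16, 15 in PDGFR-β+ cells, scaled over all libraries), a log2 difference of 2.15 for Macs (standard error 0.0968, adjusted p = 7.59e-28, edgeR's quasi-likelihood test). By the z score and cluster it was enriched in Macs in sham and at UUO-2, which is moderate consistency. MiR-21a-3p (995 ± 449 CPM in Macs, log2 difference 3.25, adjusted p = 4.58e-33) was enriched in sham, at UUO-2 and in R-UUO, also moderate, and miR-21b and miR-21c had no counts. From sham to UUO-7 miR-21a-5p changed by a log2 of 0.36 in Macs and 3.05 on average in the other 3 cell types (adjusted p = 2.7e-09 for the difference).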

Interestingly, the miR-21 family appeared highly enriched in macrophages in our analyses. Thus, the relatively consistent observation of raised miR-21 with renal injury (46–48) could in part be related to inflammatory cell infiltrates when examining bulk renal samples. The ability to scrutinize the relative miRNA abundance in each cell type using this data set is an advantage over lengthy in situ staining procedures to assess the cellular origin of miRNAs.

Our discovery of miR-16-5p and 18a-5p as potential urinary biomarkers of DGF is a potentially unique finding. These miRNAs have been described before in the kidney and other cell types. MiR-18a-5p has been shown to be upregulated in rat IRI kidney and downregulated in the whole blood (49). In addition to being biomarkers of disease, they may be therapeutic targets. Overexpression of miR-16 in models of atherosclerosis has been reported to reduce proinflammatory macrophage cytokine release, such as IL-6, while promoting the expression of antiinflammatory IL-10 (50). Conversely in the liver, miR-18a induces an M1 proinflammatory macrophage status (51). Our finding of a reduction in miR-194 in the kidney following IRI is in keeping with findings from Godwin et al. (7). They believed their signature to be independent of infiltrating cells by showing this to be maintained in R^o^/cγ0^–^ deficient mice that lack NK cells, B cells, and T cells. In future, larger prospective clinical studies with multivariate regression modeling would be required to determine the accuracy and generalizability of these miRNA markers when applied to DGF or non–transplant-associated acute kidney injury, where there is a clinical need for improved markers.

Our approach, although comprehensive for the technology available, is limited to 4 cell types as is dictated by the FACS technology. While we chose to focus on cell types known to play a critical role in renal injury, we acknowledge other cell types do play a role. At present single-cell miRNA technology remains limited in its scope compared with scRNA-sequencing for mRNA. It is often limited to characterizing a small number of miRNAs, which may introduce more bias (52, 53). More recently, a half-cell single-cell sequencing approach has been utilized by Wang et al. (54). However, this method was very low-throughput, precluding its use in in vivo modeling of kidney disease. In future, should scRNA-sequencing technology become practical for in vivo profiling of the miRNAs in the kidney, our study will provide an invaluable reference to aid in miRNA cluster classification.

In summary, in this study we define the cellular specificity of miRNAs in the normal, injured, and repairing kidney. We demonstrate that consistent cell enrichment during injury and repair is observed only for selected miRNAs. We were able to apply this knowledge to unravel the cellular origin of DEmiRNAs in bulk kidney samples and rationally select macrophage-enriched miRNAs as urinary acute kidney injury biomarkers. Future studies could expand our findings and add various other cell types, which could be integrated to generate a full sRNA-Seq atlas of the kidney in injury and repair.

## Methods

### Murine models

All protocols and surgical procedures were performed following approval of and in accordance with the local animal care committee and Animal Scientific Procedures Act 1986.

#### R-UUO model.

The R-UUO procedure was performed as previously described (20). Male 8- to 12-week-old C57BL/6 mice (Envigo) (*n* = 5/group) underwent laparotomy and distal ureteric dissection. To induce UUO, the ureter was ligated twice with 6/O silk suture distally, close to the bladder. A silastic tube was placed around the proximal ureter to prevent excessive dilatation, which would impede ureteric reimplantation for the R-UUO group. In the R-UUO group, the ureter proximal to the ligature was reimplanted into the bladder following 7 days of obstruction (UUO). Mice were culled at day 2 after UUO (UUO-2), at day 7 after UUO (UUO-7), and in the R-UUO group at 7, 14, or 21 days after reversal by exsanguination under terminal isoflurane anesthesia. Based on data from previous experiments, we determined that *n* = 5/group was sufficient to provide 80% power to detect 20% difference in the degree of renal fibrosis between groups, but we performed sequencing on *n* = 4 animals that had the closest to mean KIM-1/Havcr1 expression.

#### IRI model.

Male C57BL/6 mice (8–10 weeks old, Envigo) underwent laparotomy, renal vascular pedicle exposure, and unilateral renal artery occlusion (ischemia) for 18 minutes followed by reperfusion. Culls were performed at 2, 7, and 14 days following IRI (*n* = 8 per group). Sham animals similarly underwent renal pedicle exposure without arterial clamping and were culled at matched time points (*n* = 4 per group). Based on pilot data from previous experiments, we determined this was sufficient to provide 90% power to detect 25% difference in the degree of renal fibrosis between sham and IRI groups. At the termination of an experiment, mice were culled under isoflurane terminal anesthesia and confirmed using cervical dislocation.

### Kidney tissue processing

After culling, a thoracolaparotomy was performed, the right atrium was punctured, and 5 mL saline was infused via a left ventricular puncture in order to flush the kidneys prior to renal harvesting. Kidneys were divided into segments and either processed immediately (e.g., for FACS experiments), snap frozen, and stored at –80°C or fixed in either 10% formalin (MilliporeSigma) to produce FFPE blocks or IHC zinc fixative for ZnFPE (BD Biosciences). Fixed samples were subsequently placed into 70% ethanol prior to being embedded in paraffin blocks.

### Histology

FFPE or ZnFPE kidney blocks were cut into 3 μm sections. H&E staining was performed on FFPE sections. Sections were rehydrated and stained with hematoxylin (MilliporeSigma) for 5 minutes and washed in running tap water. Slides were dipped in 1% acid alcohol, washed in tap water then Scott’s tap water, and then counterstained in eosin solution (MilliporeSigma). Picrosirius red staining was performed on deparaffinized and rehydrated FFPE sections. Slides were stained with Picro-Sirius Red Solution (ab150681, Abcam) in the dark for 60 minutes. Slides were rinsed twice with acetic acid solution, dehydrated with 100% ethanol, and mounted. For the F4/80 staining, 3 μm ZnFPE blocks were deparaffinized and rehydrated. Antigen unmasking was performed using citric acid (10 mM citric acid, 0.05% Tween-20, pH 6.0). Slides were blocked for endogenous peroxide with 0.2% H_2_O_2_, loaded in Sequenza racks (Thermo Fisher Scientific), and rinsed with PBS. Endogenous avidin and biotin were blocked with Avidin/Biotin Blocking Kit (Thermo Fisher Scientific). Slides were further blocked in Trident Universal Protein Block (GeneTex, Insight Biotechnology). Primary antibody (F4/80, clone BM8, ab16911, Abcam) was incubated at 1:100 overnight at 4°C. After incubation slides were washed with PBS and biotinylated goat anti-rat (Vector Laboratories, 2BScientific Ltd) at 1:200 diluted in antibody diluent (Vector Laboratories). Slides were washed and incubated with ABC Elite (Vector Laboratories), then DAB + (Agilent Technologies). Slides were then counterstained with Harris Haematoxylin (MilliporeSigma), then dehydrated through ethanol gradient and mounted with Pertex (MilliporeSigma).

### In situ hybridization for miRNA localization

FFPE kidney blocks were cut into 3 μm sections. Sections were baked at 60°C overnight and then deparaffinized and rehydrated. In situ hybridization was carried out using miRCURY LNA miRNA probes (Qiagen) for miR-194-5p, miR-16-5p, and miR-18-5p and a control scramble probe. All probes were 5′, 3′ FAM labeled, and in situ was carried out as described in the miRCURY LNA miRNA ISH Optimization Kits (FFPE) handbook with the following changes. Following rehydration sections were antigen unmasked using 10 mM sodium citrate buffer, washed, and incubated with 0.1% Triton X-100 PBS for 10 minutes and washed prior to proteinase K treatment. The probes were hybridized overnight at hybridization Tm _RNA_ and the NBT-BCIP solution left on for 5 hours. Images were taken on an ECLIPSE Ci-L bright-field microscope (Nikon) and the DS-L4 imaging program.

#### Kidney digestion for FACS.

Immediately after culling, mice were perfused with 5 mL PBS. The kidneys were harvested, with the renal capsule removed and placed in ice-cold PBS. Equivalent kidney sections were finely minced in digest buffer (4.25 mg/mL Collagenase V from MilliporeSigma, 6.25 mg/mL Collagenase D from Roche, 10 mg/mL Dispase from Thermo Fisher Scientific, and 300 μg/mL DNase from Roche in RPMI 1640 with 10% FCS from Thermo Fisher Scientific, with 1% penicillin/streptomycin/l-glutamine from Thermo Fisher Scientific) prior to homogenization in gentle MACS C-tubes using the gentle MACS dissociator (Miltenyi Biotec). Samples were incubated at 37°C with shaking to maximize digestion. The kidney suspension was subjected to a second gentle MACS homogenization and digestion neutralized with an equal volume of FACS buffer (PBS, 2 mM EDTA, and 2% FCS). Kidney cell suspensions were then sequentially passed through 100 μm, 70 μm, and 40 μm sieves. Any residual RBCs were lysed by RBC lysis buffer (MilliporeSigma). Cells were resuspended in ice-cold FACS buffer ready for use.

#### Fluorescence-activated cell sorting.

Cell suspensions were incubated with FC block (BD Biosciences) and subsequently incubated with preconjugated antibodies in a round-bottomed plate. Controls were set up including unstained cells, beads with single stains of each antibody, and fluorophore minus one. DAPI (MilliporeSigma) (1:1000) was added to samples immediately prior to acquisition to assess cell viability. Cells were sorted for 4 positive cell type populations (PT [LTL], Mac [F4/80], endothelial [CD31], and fibroblast [PDGFR-β] using antibodies detailed in Table 4.

### RNA extraction methods

#### RNA extraction from FACS populations.

Following FACS, cells were sorted into RLT buffer (Qiagen) at room temperature. RNA was extracted using RNeasy Micro Kit (Qiagen), which has been amended for miRNA extraction. Briefly, cells were homogenized by vortexing for 10 seconds; the lysate was pipetted onto a gDNA Eliminator spin column and centrifuged at 10,000*g* for 30 seconds. The gDNA column was discarded and 1.5 times volume molecular grade pure ethanol was added to the lysate and placed on an RNeasy MinElute column. The column was spun at 10,000*g* for a further 30 seconds, 700 mL RWT buffer was added, and the extraction continued as per manufacturer’s protocol.

#### RNA extraction from tissue.

Total RNA from cortical kidney tissue was obtained using the miRNeasy kit (Qiagen) following the manufacturer’s instructions. Tissue was lysed using 700 mL QIAzol and homogenized with steel beads (Qiagen) using Tissue Lyser II (Qiagen) for 1 minute.

#### RNA extraction from urine.

RNA was extracted using the miRNeasy Mini Kits (Qiagen) with the following modification to the manufacturer’s instructions; 750 mL of QIAzol lysis reagent was added along with 1 mg carrier RNA (MS2 RNA, Roche). For normalization of the sample, synthetic *Caenorhabditis elegans* cel-miR-39 (MC10956, cel-miR-39; Qiagen) was spiked in to achieve a final concentration of 0.5 pM. Thereafter the miRNeasy manufacturer’s instructions were followed (46).

#### RNA-sequencing.

RNA integrity was checked using Agilent Technologies nanochips. All samples utilized for sRNA-Seq had a minimum RNA integrity score of 7. For the single-population sRNA-Seq, RNA underwent sRNA-Seq by Genewiz, using the Illumina HiSeq platform, generating paired-end reads of 150 bp (*n* = 4 per group). For the whole-tissue sRNA-Seq, RNA underwent sRNA-Seq by Genewiz, using the Illumina HiSeq 2500 platform, generating single-end reads of 50 bp performed over 2 runs (*n* = 4 per group). The sequencing data are deposited with the National Center for Biotechnology Information’s Gene Expression Omnibus database, accession number GSE150035.

### Bioinformatics analysis

#### Alignment and preprocessing.

Raw reads were examined for quality control by FastQC. Raw reads were trimmed using TrimGalore (Ver 0.4.1)/ Cutadapt (version 1.1) to remove primer/adaptor contamination and low-quality reads (<20 Phred score). Clean, high-quality, trimmed reads as confirmed by FastQC were aligned to the mouse genome GRCm38 and MiRBase (Ver 22) using the Bowtie wrapper Shortstack (55), achieving a mapping rate of 72% to 86% in the single-population sRNA-Seq. Alignment rates between cell types and experimental conditions were similar. This provided a count table of miRNA reads ready for downstream analysis in Rstudio (Ver 3.6.1). The pipeline for the whole-tissue sRNA-Seq was as above, except the 2 runs of the sequencing were merged before entering the pipeline. For preprocessing, the R package edgeR was employed to generate counts per million, lowly expressed reads were removed, and normalization for library size was performed (56).

#### Differential expression.

Exploratory principal component analyses were performed using DESeq2 (Version 1.24.0) (57). This revealed sample 68c was a significant outlier (PDGFR-β group, UUO-7), and as such this sample was removed from all downstream analyses (Supplemental Figure 1B), leaving 3 samples for this group. Otherwise for each cell type and condition, there were 4 samples per group. Differential expression analysis was performed on normalized counts principally using EdgeR (Version 3.26.8) (56). EdgeR uses a negative binomial distribution to model miRNA reads in deep sequencing data sets. A fold change > 1.5 and FDR (Benjamini-Hochberg method) < 0.05 were considered significant. Data are freely available at http://www.kidney-enriched-micrornas.com Clusters of dynamic expression within each cell type were curated by generating logical arguments based on the differential expression analysis (Supplemental Table 3). Within this system, a miRNA could not exist in multiple clusters. Validated gene targets of enriched miRNAs were identified using the R package multimiR (Version 1.6.0), which searches “mirecords,” “mirtarbase,” and “tarbase” (58).

#### Cell enrichment clustering.

Unbiased fuzzy clustering was performed for each experimental condition using the R package mFuzz (Version 2.44) (24) on normalized counts. This approach has the advantage of being more robust to noise and allows the global clustering structure to be visualized. A membership value of 1.18 and 16 clusters was utilized based on the protocol guidelines. Clusters that demonstrated an increased expression in a single cell type for more than 2 samples were selected as potential enriched clusters and taken forward. This process was repeated until mFuzz cell type clusters for sham, UUO-2, UUO-7, and R-UUO were obtained.

A limitation of fuzzy clustering in the context of identifying a cell-specific miRNA is that a miRNA could exist in multiple clusters. Therefore, in order to improve cell specificity, this unbiased fuzzy clustering was combined with selecting miRNAs based on their relative cell type expression. For each condition, the mean cell type–specific *z* score of an individual miRNA was calculated, and miRNAs with a *z* score more than 1.15 were considered cell type enriched by this approach. The *z* score represents the number of SDs the expression of a miRNA in a sample is away from the mean of all the values for the same miRNA. The *z* score is equal to: (log[sample miRNA expression] – mean[log(miRNA expression)])/SD. This cutoff was selected because, at this level of stringency, stable cell type clusters were evident when the data were reclustered using agglomerative hierarchical clustering by Euclidian distances (using pHeatmap, Version 1.0.12).

MiRNAs enriched using both approaches were taken forward as cell-enriched markers for each time point. MiRNAs that demonstrated enrichment for more than one cell type were considered Not Cell Specific. Enrichment consistency was considered low, moderate, or high based on the number of experimental conditions (out of 4) the miRNA demonstrated cell type enrichment (1, 2–3, 4, respectively).

#### Enrichment comparisons in external data sets.

We wished to explore the likely cellular origin of DEmiRNAs published in murine and human renal diseases identified from predominantly high-throughput approaches. We gave preference to studies which (a) were in humans, (b) were published recently, and (c) had data available within the supplementary materials or deposited on GEO2R.

Many of the studies encompassed microarray data and older studies where the nomenclature of miRNAs had changed or where the miRNA strand information was not available. In addition, there are considerable inconsistencies in between the nomenclature of murine and human miRNA annotation. To address this, we first employed the R package miRBaseConverter (Version 1.8.0) (59) to determine the annotation of the external data set and convert it to the latest miRBase version (version 22) as used in our study. For the human to mouse miRNA annotation matching, we obtained the species-specific mature miRNA sequences from miRbase (60). We then matched the murine to human sequences on the basis of the same seed sequence (nucleotides 2 to 7) and similarity of miRNA name. This generated 476 miRNAs with a unique seed sequence and miRNA name paired for mouse and human that were used for annotation merging of the data sets.

### Human subjects

Analysis was performed on stored samples from renal transplant recipients previously recruited to a clinical trial (ClinicalTrials.gov NCT01430156) investigating delayed graft function (61). The full details of the study are as reported by Thomas et al. (61). We included patients recruited to the placebo arm of this trial who had urine samples stored and available for analysis. DGF was defined as “increased or stable serum creatinine, or a decrease of less than 10% per day for 3 consecutive days in the first week after transplantation” (61). We took advantage of measurements of urinary KIM-1 (ng/mL) and NGAL (ng/mL), which had been quantified by ELISA, and normalized these measurements to urinary creatinine to correct for differences in urinary dilution. Renal biopsies were obtained and studied as part of the trial on day 5 following transplant. Renal macrophages were identified by immunofluorescence using anti-CD68 antibody (ab13243, Abcam). The number of macrophages was quantified by counting CD68-positive cells in 8 nonoverlapping fields at ×20 magnification on a ZEISS LSM 710 confocal microscope.

### Urinary samples and miRNA measurements

Urine samples were obtained on day 0 (day of transplant) and days 1, 2, 3, and 5 posttransplant if available. Urine samples were stored at –80°C for further analysis. Following collection, urine samples were stored at –80°C. Samples were defrosted and centrifuged at 2000*g* for 10 minutes at 4°C to remove any cellular debris. The top 350 mL was taken as the sample and RNA extracted as described above.

### MiRNA and gene expression analysis

FACS-sorted cells were collected for 4 positive cell populations. cDNA was synthesized from 750 pg of template RNA using the Ovation RNA Seq V2 (Nugen) amplification as per manufacturer’s instructions. Gene expression was assessed by qRT-PCR using the PerfeCTa FastMix II probe master (VWR) and TaqMan Gene Expression assays (Life Technologies, Thermo Fisher Scientific) and normalized to hypoxanthine-guanine phosphoribosyltransferase (HPRT Mm00446968_m1).

For quantitative real-time PCR analysis of gene expression, cDNA was synthesized from 1 µg of template RNA, using the QuantiTect Reverse Transcription Kit (Qiagen). Quantitative PCR was performed using the PerfeCTa FastMix II probe master (VWR) and TaqMan Gene Expression Assay–specific primers (Life Technologies, Thermo Fisher Scientific) for Havcr1 (Mm00506686_m1) and normalized to hypoxanthine-guanine phosphoribosyltransferase (HPRT Mm00446968_m1).

For quantitative real-time PCR analysis of miRNA expression, reverse transcription of total RNA was performed with Applied Biosystems TaqMan MicroRNA Reverse Transcription Kit (Life Technologies, Thermo Fisher Scientific), followed by quantitative PCR using Universal Mastermix II (no UNG) (Life Technologies, Thermo Fisher Scientific) and specific miRNA assays (miR-18a-5p 002422, miR-16-5p 000391, miR-194-5p 000493, U6 001973).

Normalization was to endogenous U6 and exogenous spike miR-cel-39 for the analysis of murine kidney and human urine samples, respectively. The relative quantification of miRNA differential expression was calculated using the 2−ΔΔCT method.

### Statistics

Statistical analyses were performed using either GraphPad Prism 8.0 or specific packages within R (3.6.1) for more complex analyses. Two independent samples were compared using the Mann-Whitney *U* test.

For 3 or more independent samples, 1-way ANOVA was used, and when equality of variances could not be ensured, Welch’s 1-way ANOVA was substituted. Adjustments for multiple testing were included using the Tukey or Dunnett methods as appropriate, and all tests were 2 tailed.

Receiver operating characteristics were calculated using the R package pROC (Version 1.16.2) (62). To assess the prediction of urinary miRNAs in combination, a multivariable binomial logistic regression model was performed in R using the glm wrapper finalfit (Version 1.0.1). Kolmogorov-Smirnov tests were used to compare the probability distribution curves of the global log fold changes of enriched miRNAs. All other statistical analyses performed as part of the sRNA-Seq analysis are outlined in the corresponding sections.

A statistical probability *P* < 0.05 was considered significant. Significance is depicted as follows: *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

### Study approval

#### Murine models.

All protocols and surgical procedures were performed following approval and in accordance with the local animal care committee at the University of Edinburgh and the Animal Scientific Procedures Act 1986.

#### Human participants.

With approval from the trial team and study sponsor Academic and Clinical Central Office for Research and Development, analysis was performed on biobank samples collected as part of the clinical trial (ClinicalTrials.gov NCT01430156) (61) in accordance with the Declaration of Helsinki. Written informed consent was received from participants prior to inclusion in the trial, including the use of samples for further research. The full details of the study are as reported by Thomas et al. (61).

## Author contributions

KLC conceived the study, designed the methodology, investigated, analyzed data, and wrote and edited the manuscript. LD acquired funding, supervised the study, conceived the study, performed project administration, designed methodology, investigated, analyzed data, and wrote and edited the manuscript. SJW, LPM, BRC, and JH acquired funding, supervised the study, conceived the study, and edited the manuscript. CC investigated, acquired data, analyzed data, and wrote the manuscript. OT, VB, RABT, and SF investigated, designed experimental methodology, acquired data, and analyzed data. JR, RP, and EMH analyzed data and designed bioinformatic methodology. GMT, RBH, COSS, and VS acquired funding, conceived the study, and performed project administration.

## Supplementary Material

Supplemental data

Supplemental Data Set 1

## Figures and Tables

**Figure 1:**
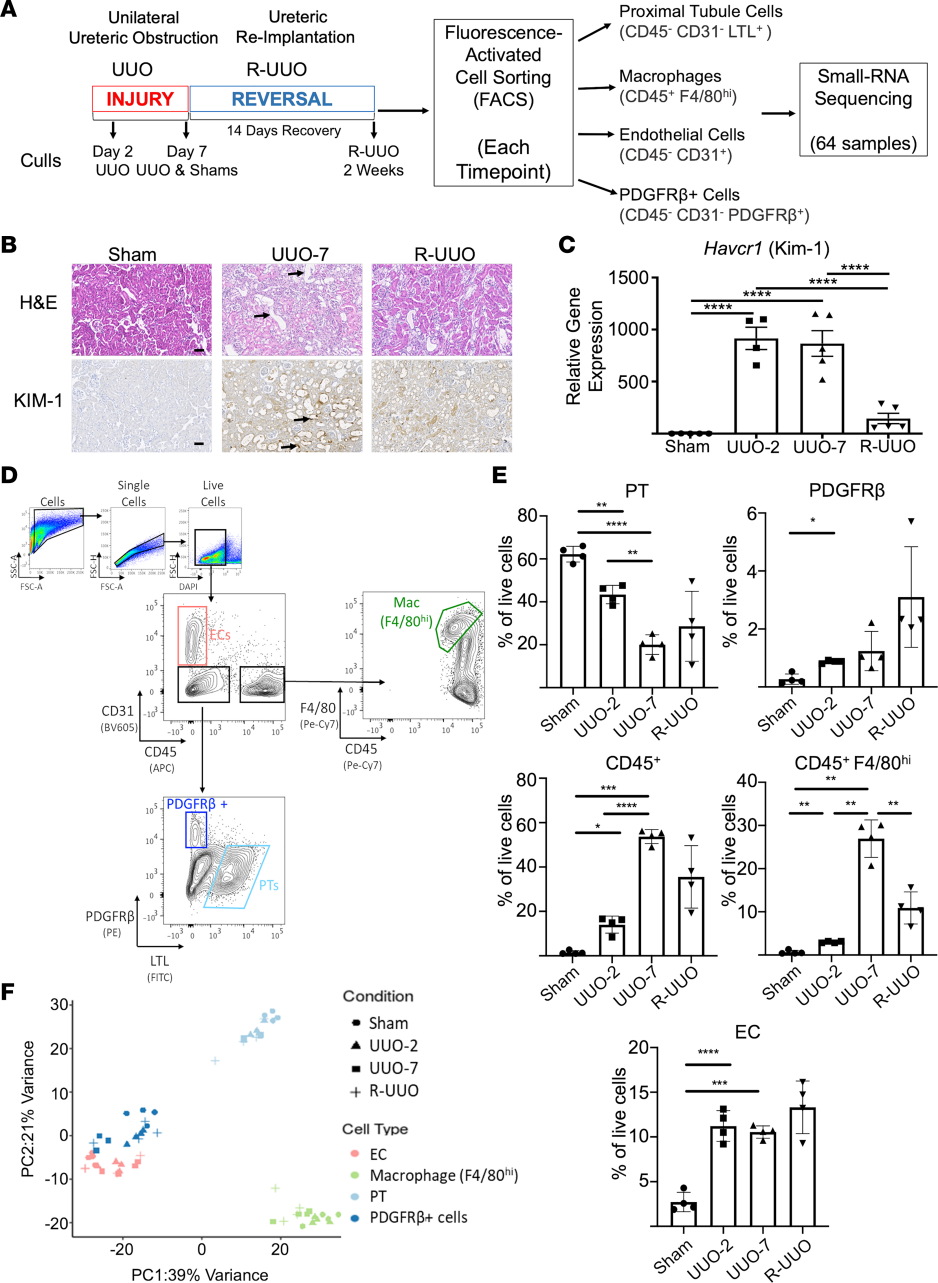
R-UUO model induces kidney injury followed by resolution. (**A**) Schematic of the experimental process. Injury was induced by 2 or 7 days of UUO. After 7 days of UUO, ureteric reimplantation facilitates reversal of obstruction. At each time point proximal tubular cells, macrophages, endothelial cells, and PDGFR-β^+^ cells were isolated by fluorescence-activated cell sorting (FACS) for small RNA-sequencing (sRNA-Seq). (**B** and **C**) By UUO-7 there were marked tubular dilatation (arrows), cellular infiltration and increased tubular expression of kidney injury marker-1 (KIM-1/Havcr1) (arrows). Upon reversal (R-UUO), there was a rapid decline in Havcr1 expression, indicating successful reversal of renal tubular injury. Scale bar: 50 μm. Data shown as mean ± SEM. One-way ANOVA with Tukey’s multiple-comparison test. ****P < 0.0001. (**D**) The renal cortex was digested into single cells, which were separated by FACS into endothelial cells (ECs) (CD45^–^CD31^+^), macrophages (CD45^+^F4/80^hi^), proximal tubular cells (PT cells) (CD45^–^CD31^–^LTL^+^), and PDGFR-β^+^ (CD45^–^CD31^–^PDGFR-β^+^) cells. (**E**) The proportions of these sorted cell populations varied with injury and repair (*n* = 4 per group). Data presented as mean ± SD analyzed by Welch’s ANOVA test with Dunnett’s multiple-comparison test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. (**F**) Principal component analysis of sRNA-Seq data demonstrates that cell type accounts for the key variance in miRNA expression (top 500 most variant miRNAs shown, 64 samples). UUO-2, UUO cull day 2; UUO-7, UUO cull day 7; R-UUO, cull following 2 weeks’ reversal of UUO.

**Figure 2:**
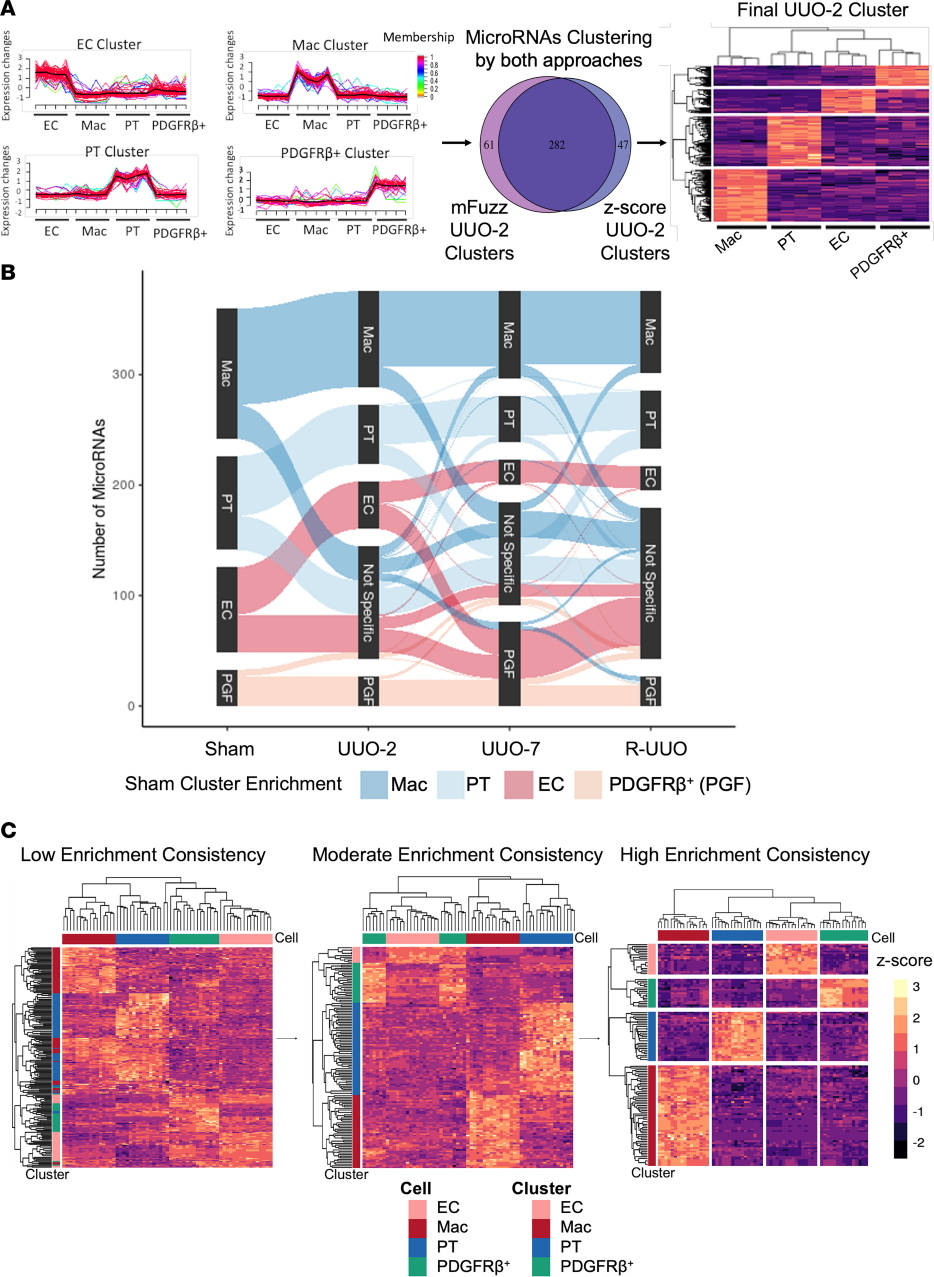
Development of kidney cell enrichment clusters. Analysis of single population sRNA-Seq of macrophage (Mac; *n* = 16), endothelial (EC; *n* = 16), PDGFR-β^+^ (*n* = 15), and proximal tubular (PT; *n* = 16) sorted cells (*n* = 3–4 per time point) from the R-UUO model to identify miRNAs specific for each cell type. (**A**) For each time point, cell clusters were developed using a combination of unbiased fuzzy clustering (mFuzz) and filtering relative expression (*z* score) in each cell type (abbreviated example shown of UUO-2, full data Supplemental Figures 2–5). (**B**) Sankey plot showing the trajectory of each individual miRNA enriched at baseline (Sham). Many miRNAs either became non–cell specific or occasionally switched cell type enrichment during renal injury and repair. (**C**) On unsupervised clustering, miRNAs in high enrichment consistency clusters were noted to have greater cell specificity when mapped to all time points. Heatmap: Each row represents a miRNA; each column is a sample, with clustering by Euclidian distances. UUO, unilateral ureteric obstruction; R-UUO, reversal of UUO (2 weeks’ reversal); PGF/PDGFR-β, platelet-derived growth factor receptor–β.

**Figure 3:**
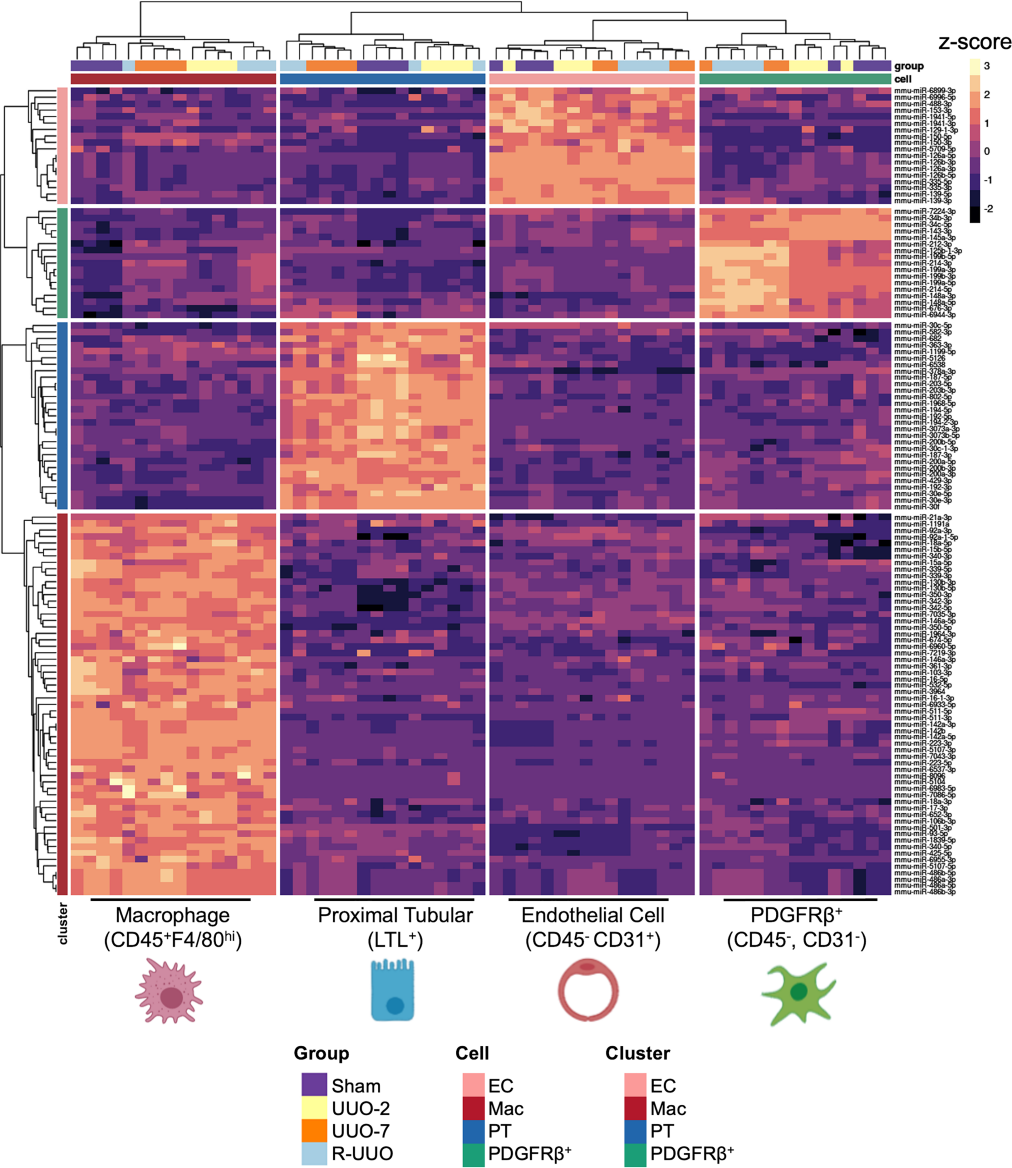
MiRNAs with consistent specific cell enrichment. MiRNAs demonstrating consistent cell type enrichment across all 4 experimental conditions are presented (*n* = 129). Each column represents a sample, each row a miRNA, and the color the relative expression (*z* score). Heatmap produced using unsupervised clustering by Euclidian distances. This data set can be fully explored at http://www.kidney-enriched-micrornas.com/ UUO, unilateral ureteric obstruction; R-UUO, reversal of UUO; Cell, cell origin from FACS; Cluster, assigned enrichment group.

**Figure 4:**
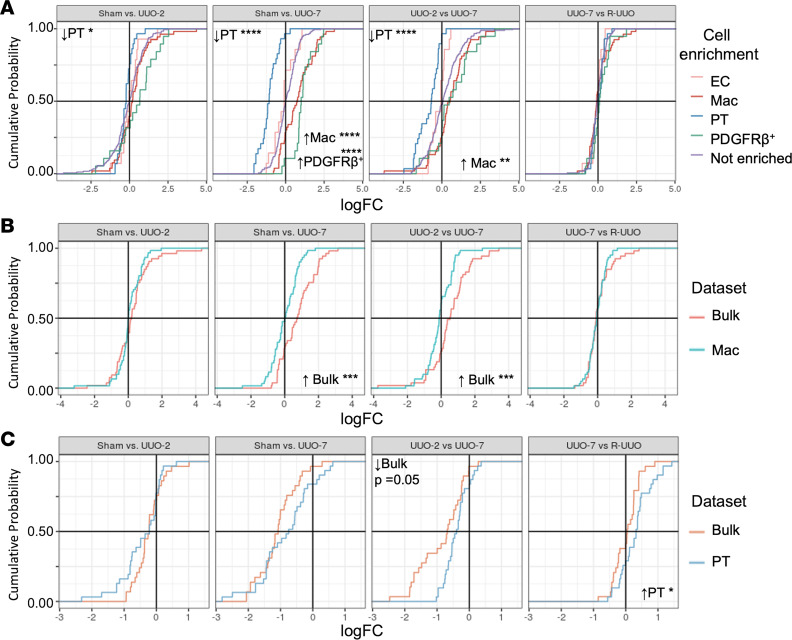
Global expression changes of cell-enriched miRNAs in the bulk and single-population data sets with injury and repair. (**A**) The cumulative distribution of the highly enriched miRNA expression changes (log fold change, LogFC) in the kidney tissue sRNA-Seq data set is shown. There is an increase in macrophage-enriched (Mac, green line) and PDGFR-β^+^ (red line) and decrease in proximal tubular cell–enriched (PT, blue line) miRNAs’ expression versus nonenriched miRNAs (purple line) in comparisons against sham (sham vs. UUO day 7 and sham vs. R-UUO) (ECs in pink). This is in keeping with the histology. (**B**) When comparing the macrophage-enriched miRNA expression in the bulk versus single-population Mac sRNA-Seq data sets, there was an upregulation of Mac enriched miRNAs within the bulk data set at UUO day 7 (vs. sham and UUO day 2) but not within the cells themselves. This suggests that the bulk changes may be due to changes in cellular proportions in the sample. (**C**) For PT cell–enriched miRNAs, there was a loss of expression both within the PT cells and to a greater extent the bulk tissue at UUO day 7 (vs. UUO day 2 and R–UUO). Upon reversal, PT cell–enriched miRNA expression increased within PT cells to a relatively greater extent than was evident in the bulk. empirical cumulative distribution function plots for all cell types and comparisons are shown in Supplemental Figures 7–9. Kolmogorov-Smirnov test was used to compare the distribution of the LogFC. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 5:**
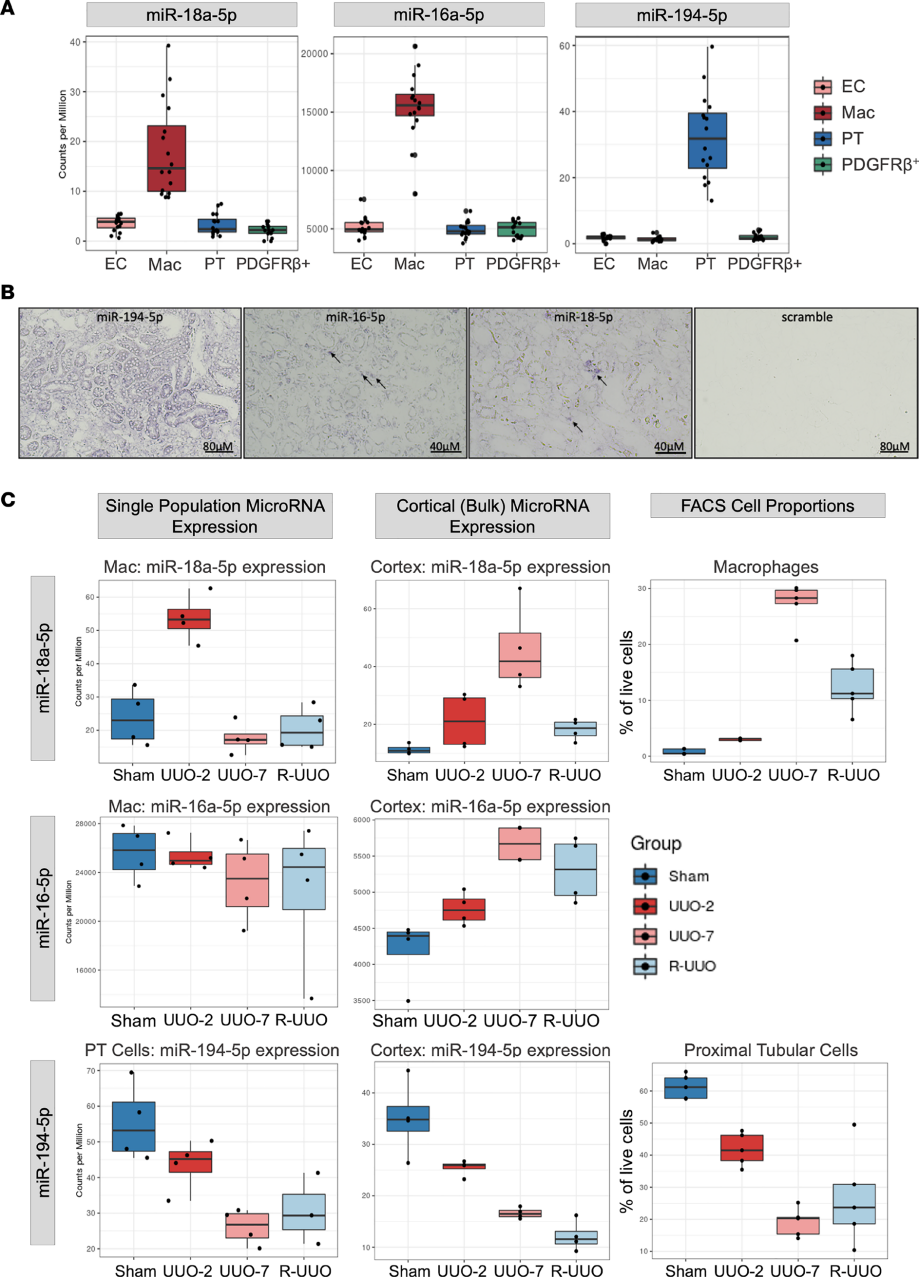
Selected enriched miRNA biomarkers’ expression and localization in the R-UUO model. (**A**) Expression of macrophage-enriched miR-18a-5p and miR-16-5p and proximal tubular cell–enriched miR-194-5p in the sorted cell populations from the R-UUO model demonstrating their enrichment for specific populations. (**B**) Localization of miRNA expression by in situ hybridization on R-UUO 3 μM FFPE sections using specific LNA double-labeled probes demonstrating a tubular pattern of expression for miR-194-5p and specific tubulointerstitial cellular expression for miR-16-5p and miR-18a-5p. (**C**) Comparisons of enriched miRNA expression with injury and repair in the matched single-population, renal cortex, and FACS cell proportions for macrophage-enriched miR-16-5p and miR-18a-5p and PT cell–enriched miR-194-5p. The cortical expression profile of the miRNAs mirrors the corresponding enriched cell type proportions of the sorted kidney. All data are expressed as the median ± 1.5 IQR.

**Figure 6:**
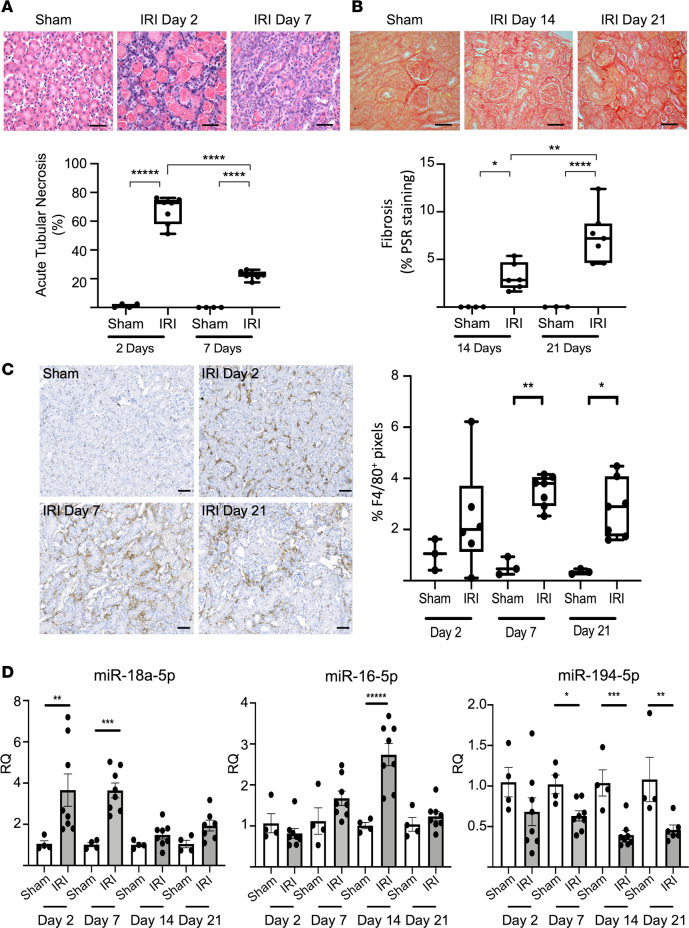
Expression of selected enriched miRNAs in IRI. For the IRI model C57BL/6 mice underwent unilateral renal artery occlusion, resulting in warm ischemia for 18 minutes, followed by reperfusion and recovery for 2–21 days. (**A**) IRI mice demonstrated significant acute tubular necrosis on H&E staining at 2 and 7 days after injury. Scale bar: 50 μm. Data are expressed as median ± min and max value. One-way ANOVA with Tukey’s multiple-comparison test, ****P < 0.0001. (**B**) The normal renal architecture was progressively disrupted with significant fibrosis formation (semiquantified using picrosirius red staining) evident after 2 weeks. Scale bar: 50 μm. Data are expressed as median ± min and max value. ANOVA test with Tukey’s multiple-comparison test, *P < 0.05, **P < 0.01, ****P < 0.0001. (**C**) This injury was accompanied by increased macrophage number (F4/80 staining) as compared with sham animals. Scale bar: 50 μm. Data are expressed as median ± min and max value. ANOVA test with Tukey’s multiple-comparison test, *P < 0.05, **P < 0.01. (**D**) Within the kidney, we noted an upregulation of macrophage-enriched miR-16-5p and miR-18a-5p and downregulation of PT cell–enriched miR-194-5p with injury. Data expressed as mean ± SEM. ANOVA test with Tukey’s multiple-comparison test. *P < 0.05, **P < 0.01, ***P < 0.001, *****P < 0.00001.

**Figure 7:**
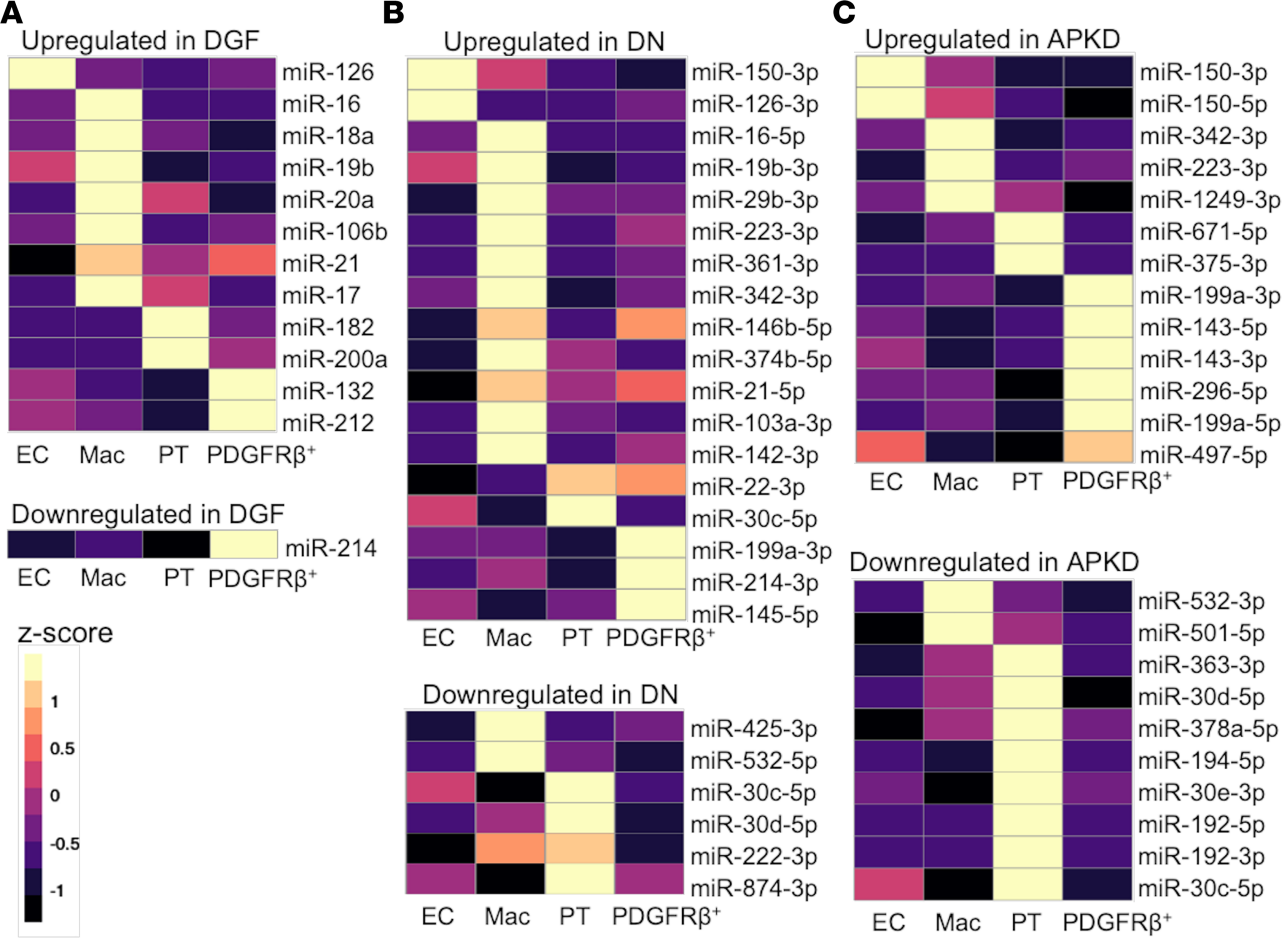
Cell specificity of DEmiRNAs in discrete human renal disease phenotypes. Cell-average expression in each cell type of DEmiRNAs in published human disease data sets: (**A**) delayed graft function (DGF) after renal transplantation, (**B**) diabetic nephropathy (DN), and (**C**) adult polycystic kidney disease (APKD) versus study controls. Mean expression values of miRNAs for each cell type across all conditions were calculated from our sRNA-Seq data. MiRNAs with high enrichment are shown here. Full plots of all DEmiRNAs and details of the data sets used are available in Supplemental Table 2 and Supplemental Figure 12.

**Figure 8:**
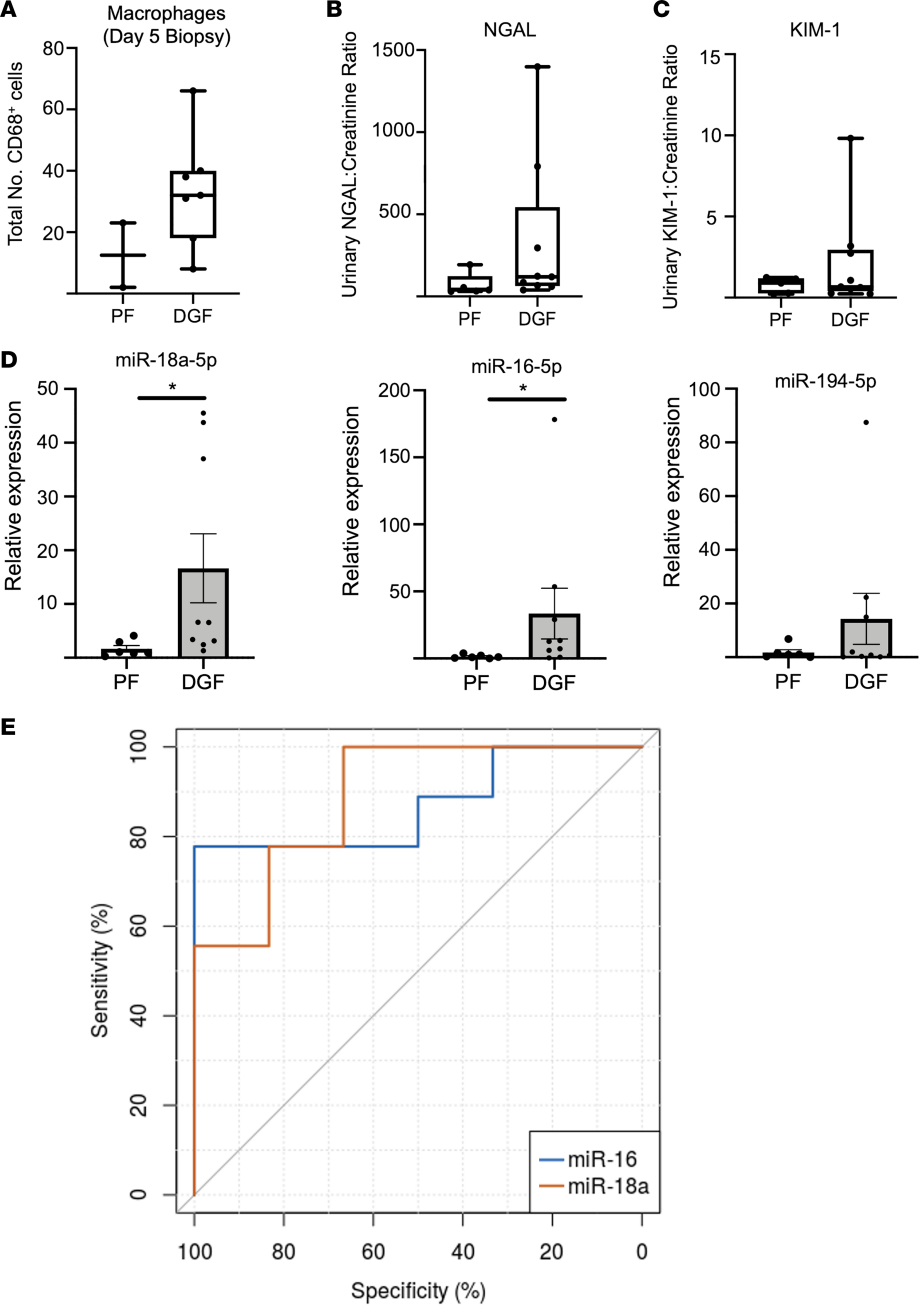
Macrophage-enriched miRNAs 16-5p and 18a-5p are differentially expressed in the urine of renal transplant recipients with DGF. (**A**) On the day 5 renal biopsy, increased macrophage (CD68-positive) cell number was observed in recipients with DGF versus those with PF (*n* = 2). Data are expressed as median ± min and max value. (**B**–**D**) The first available urine sample passed after transplantation was analyzed. No significant difference was seen in urinary injury markers (**B**) neutrophil associated gelatinase lipocalin (NGAL) or (**C**) KIM-1. (**D**) Macrophage-enriched miR-16-5p and miR-18a-5p were increased in recipients developing DGF; miR-194 was unchanged. Data are expressed as median ± min and max value. (**E**) Receiver operating characteristics curve of the differentially expressed miR-16-5p (AUC: 87%) and miR-18a-5p (AUC: 88.9%). Urinary miRNAs were normalized to miR-Cel-39 spike in **D**. Data reported as mean ± SEM. Mann-Whitney *U* test (*P < 0.05). PF, primary function.

**Table 3:**
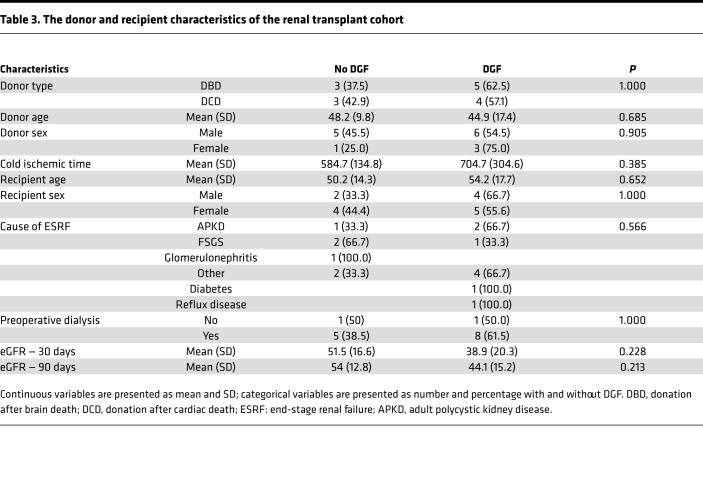
The donor and recipient characteristics of the renal transplant cohort

**Table 1:**
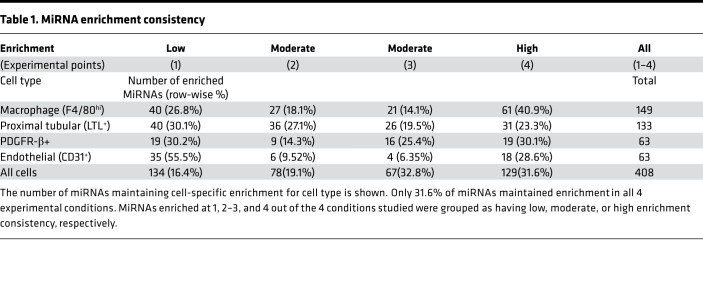
MiRNA enrichment consistency

**Table 2:**
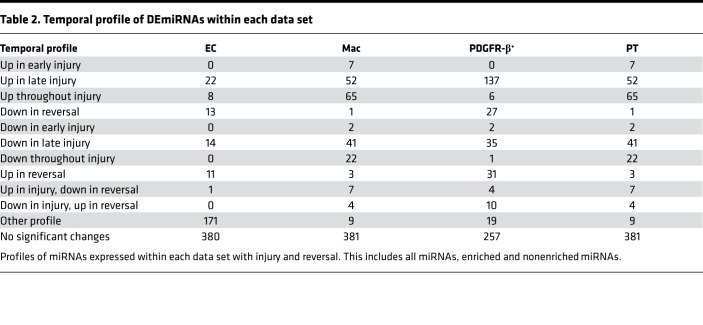
Temporal profile of DEmiRNAs within each data set

**Table 4:**
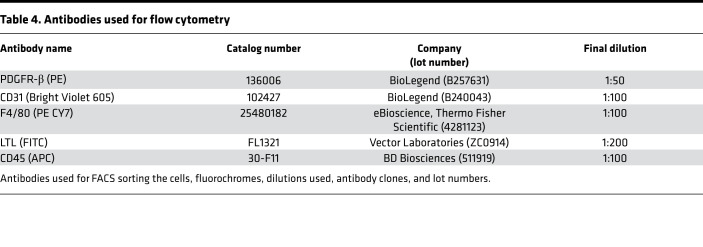
Antibodies used for flow cytometry

How the deposited data were processed for this re-analysis (not part of the article)

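Small RNA was sequenced from 4 sorted kidney cell populations (ECs, Macs, PT cells and PDGFR-β+ cells) of 16 mice in 4 conditions, which gave 63 libraries. Each sample was assigned to its condition, cell type and mouse from the sample labels and the paper. Replicate numbers pair the cell types of one mouse within a condition, while the same number in another condition is a different mouse. The authors trimmed the paired-end reads with TrimGalore and Cutadapt, aligned them to GRCm38 and miRBase with ShortStack and deposited raw counts per genomic locus of a mature miRNA, without normalization or pooling. Which strand was counted and how multi-mapping reads were placed is not named in the paper's text. The library removed by the authors as an outlier, the whole-tissue sRNA-Seq, the ischemia/reperfusion model and the human samples were not analysed here.

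The counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and e1071 1.7.16. Loci with low counts were removed with edgeR's filterByExpr, libraries were scaled by TMM, and log2 CPM were computed with a prior count of 2. The filter and scaling ran over all libraries for comparisons of cell types and within 1 cell type for changes with injury. Enrichment required a mean z score above 1.15 and fuzzy c-means clustering with 16 clusters and a fuzzifier of 1.18, as in the paper's methods, with a cluster assigned to a cell type when at least 3 of its libraries lay above every library of the other types. Changes with injury were tested with edgeR's quasi-likelihood test over all libraries of a cell type, with Benjamini-Hochberg adjustment, an FDR of 0.05 and a fold change of 1.5. Each cell type was compared with the mean of the other 3 in a quasi-likelihood fit over all 63 libraries, and so was the difference of a change between cell types. Changes of a set of miRNAs were tested by exact permutation of mice, and the shares of variance by permutation with 100000 resamples. The smallest p is 0.0286 with 4 against 4 or 3 against 4 mice. The named miRNAs are those that the text, Fig. 5 or Fig. 7 names, the 2 with the largest mean z score per cell type in the class of high consistency, and per comparison at most the 2 with the largest absolute log2 fold change among calls whose groups do not overlap. Locations, hairpins and host genes come from the coordinates of the counted loci and the GENCODE annotation of GRCm38, which has a hairpin at 2056 of the 2110 loci.

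Total counts per library ranged from 616565 to 10819385 and were smallest in PT cells, where 330 loci could be tested. The tests of changes and of sets, the enrichment and the contrasts were tested on simulated counts, and the shares of variance, silhouettes and distances on simulated normal values. With the depth and spread of the Mac libraries, 98.5% of 196 loci changed by a log2 of 2 were called. None was called in the wrong direction, and 4 of the unchanged loci were called. Changes with injury in the other cell types were not simulated for this test. The contrast of cell types called 186 of 187 raised loci, and the exact test of sets gave a p under 0.05 in 3.5% of unchanged sets and 100% of sets raised by a log2 of 1. For the difference of a change between cell types, 127 of 168 loci changed in Macs alone, some raised and others lowered, were called in the right direction, with 3 unchanged loci called. When all changed loci were raised, 107 of 170 were called, their median difference was 1.49 where a log2 of 2 was put in, the unchanged loci moved by a median of -0.45 under the TMM scaling and 28 of them were called. The mean silhouette was 0.269 where 0.274 was put in. The distance test found a closer pair in 100 of 100 simulated data sets, and with cell types equally far apart called the pair closer in 0 and farther in 80, since the pair is compared with the smallest of the other distances. The alternatives were another test (DESeq2, or edgeR's likelihood ratio test), library size only, no filter, other z score thresholds, no fuzzy clustering, another pseudocount, another random start, identical loci counted once, only the compared groups in the fit, the replicate number as a block, another summary or definition of the sets, and each replicate left out in turn. Summing the loci of one mature miRNA, counting overlapping loci once and thinning all libraries to the smallest depth were added after seeing the data.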

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

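Of the tests in this part, those on the scaling and on the replicate numbers of the differences between cell types and the miR-21a-5p test were chosen before their result was seen, and the macrophage RNA tests of the marker miRNAs and the tests of the libraries apart only after.

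In 5 of 80 comparisons within groups of 4 libraries, 1 library lay apart from the others by Dixon's criterion at the 95% level. The comparisons were of the TMM factor and the first 2 principal components (45), and of the means of the enriched sets and the CPM of the loci of miR-16-5p, miR-18a-5p and miR-194-5p (35), and all 5 libraries were apart in the TMM factor or a principal component. The TMM factor was 0.517 in the R-UUO PT library of replicate 1 against 1.14 to 1.26 in the other 3, and 0.622 in the UUO-2 PDGFR-β+ library of replicate 4 against 0.728 to 0.743. On the first principal component the sham EC library of replicate 2 was at -27.5 against -26.6 to -26.5. On the second, the R-UUO PDGFR-β+ library of replicate 2 was at 4.79 against 1.34 to 1.61, and the UUO-2 EC library of replicate 4 at -3.24 against -1.25 to -0.913. Chance gives about 4 such libraries among 80 (1 in 20), and the binomial probability of 5 or more is 0.371. Among the 45 comparisons of the TMM factor and principal components chance gives 2.25, and the probability of 5 or more is 0.0729, although these measures come from the same libraries and are not independent. Of the 5, 3 have the lowest or highest total count of their group. Such a rank is common in groups of 4, so it does not decide whether depth plays a part.

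The changes with injury of the named miRNAs were compared between the cell type each is named for and the mean of the other 3, in 140 tests with Benjamini-Hochberg adjustment, of which 52 passed an FDR of 0.05 (34 from sham to UUO-7 and 18 from sham to UUO-2). Differences are on the log2 scale, own cell type minus the others. With library size only, 38 of the 52 passed in the same direction, 14 were weaker and none changed sign, and with the mouse as a block all 52 passed. In every fit that left out 1 replicate number, 30 passed. Neither library size scaling nor a single replicate number therefore removes the pattern as a whole. In simulated counts with loci raised in 1 cell type alone, the TMM scaling moved the difference of unchanged loci by a median of -0.45, so a part of this size may be due to the scaling.

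In PT cells against the other cell types, most of these differences were positive. MiR-141-3p differed by 2.69 at UUO-2 and 3.65 at UUO-7, miR-182-5p by 2.30 and 2.66, and miR-200c-3p by 2.09 and 2.29. MiR-200b-3p differed by 0.81 at UUO-2 and miR-200a-3p by 1.06 at UUO-7. In the miR-30 family the differences at UUO-2 and UUO-7 were 0.58 and 1.03 for miR-30a-5p, 0.64 and 0.99 for miR-30a-3p, 1.01 and 1.42 for miR-30b-5p, 0.75 and 1.09 for miR-30d-5p, 0.81 and 1.43 for miR-30d-3p, 0.87 and 1.28 for miR-30c-2-3p, and 0.58 at UUO-2 for miR-30c-1-3p. MiR-30a-5p, for example, changed by 0.13 in PT cells and -0.90 in the others at UUO-7, so that a positive difference need not be a rise in PT cells. The chromosome 19 locus of miR-194-5p differed by -0.64 at UUO-7. Of the 14 differences that were weaker with library size only, those of miR-30a-5p, miR-30a-3p, miR-30c-1-3p, miR-200a-3p and miR-200b-3p, and those of miR-30c-2-3p and miR-30d-3p at UUO-2, are in PT cells, so these may hold a part due to the scaling (38 of all 52 passed with it). The share of macrophage RNA in PT libraries was computed (0.128% in sham and 0.819% at UUO-7, below). Loss or gain of further cells in the sorted PT population was not tested for these libraries, and the differences are left without a biological reading.

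In PDGFR-β+ cells at UUO-7, miR-199a-5p and miR-199a-3p on chromosome 1 differed by 1.88 and 1.68, miR-199b-3p by 1.81 and miR-214-3p by 1.47. MiR-199b-3p shares its mature sequence with miR-199a-3p, so both may hold the same reads. In the opposite direction, miR-143-5p differed by -2.34, miR-145a-5p by -2.21, miR-145a-3p by -2.09 and miR-143-3p by -1.95, and miR-143-3p by -1.19 at UUO-2. The means of the other cell types rose for miR-143-3p (0.53) and miR-145a-5p (0.99) while PDGFR-β+ cells fell (-1.43 and -1.21). Whether RNA of PDGFR-β+ cells in the other libraries produced that rise was not tested, so this part of the pattern cannot be told apart from it.

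In Macs all of these differences were negative. MiR-142a-3p differed by -2.04 at UUO-2 and -3.88 at UUO-7, miR-21a-5p by -1.44 and -2.69, miR-21a-3p by -1.07 and -2.07, miR-342-3p by -1.27 and -1.36, miR-146b-5p by -0.87 and -0.96, and miR-532-5p by -0.60 and -1.19. At UUO-7 alone they were -2.47 for miR-223-3p, -2.02 and -1.91 for miR-19b-3p on chromosomes X and 14, -1.40 for miR-425-3p, -1.27 for miR-20a-5p, -1.04 for miR-17-5p, -1.01 and -0.98 for miR-29b-3p on chromosomes 6 and 1, and -0.998 for miR-361-3p. Several of the differences at UUO-7 include a fall within Macs, which macrophage RNA in the other libraries would not produce, as for miR-425-3p (-1.17 in Macs and 0.23 in the others), miR-361-3p (-0.90 and 0.10), miR-532-5p (-0.76 and 0.43) and miR-19b-3p on chromosomes 14 and X (-1.20 and -1.13 in Macs), and all of these also fell in Macs with library size only (least for miR-532-5p, -0.48). A candidate explanation is macrophage RNA in the libraries of the other cell types, tested with the markers miR-142a-3p, miR-142a-5p and miR-223-3p. From miR-142a-3p, the share of macrophage RNA rose from sham to UUO-7 from 0.066% to 1.01% in ECs, 0.128% to 0.819% in PT cells and 0.194% to 7.25% in PDGFR-β+ cells. In log2 CPM, miR-142a-3p rose by 2.15, 1.45 and 3.79 in these cell types. MiR-142a-5p rose by 2.17, 1.16 and 2.23, so the arms part most in PDGFR-β+ cells. A share from miR-142a-5p was not computed. The share used here rests on miR-142a-3p alone and makes no allowance for counts at or under 3 in sham libraries. At that share miR-223-3p was expected to rise by 2.43, 1.28 and 2.69 and rose by 1.79, 0.87 and 2.15, at least 0.683 of the expected rise in each. Over 56 other macrophage-enriched loci the median rise was at most 0.24 of the markers' mean rise. This does not separate the explanations, because loci with expression of their own in the other cells are expected to rise little. At the share from miR-142a-3p, the set's median expected rise was 0.0538 in ECs, 0.0477 in PT cells and 0.482 in PDGFR-β+ cells. The observed medians were 0.0638, 0.123 and 0.265, above the expected rise in ECs and PT cells and below it in PDGFR-β+ cells. MiR-342-3p was expected to rise by 0.24, 1.08 and 2.27 and rose by 0.35, 2.51 and 1.60. The rise of miR-223-3p therefore cannot be told apart from macrophage RNA in the other libraries. For miR-142a-3p nothing was tested, because the share was computed from it, and the rise of miR-342-3p in PT cells was above what that share gives. So were, among others, the rises of miR-146b-5p (5.20 against 1.78 expected) and miR-21a-3p (5.40 against 2.77) in PDGFR-β+ cells and of miR-17-5p (1.06 against 0.0252) and miR-19b-3p on chromosome X (1.50 against 0.031) in PT cells, while both loci of miR-29b-3p fell in all 3 other cell types. For miR-21a-5p that share gives at most 7.13% of the rise in CPM (ECs). On the log2 scale miR-21a-5p was expected to rise by 0.34 in ECs, 0.07 in PT cells and 1.43 in PDGFR-β+ cells and rose by 2.31, 1.85 and 4.99. Its difference is therefore not explained by macrophage RNA at this share. RNA of other infiltrating cells was not tested.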

How the results depend on the processing

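The settings were fixed before the data were examined, except 3 that were added later: libraries thinned to the smallest depth, loci of one mature miRNA summed, and overlapping loci counted once. No test in this part explains a change, and for each value printed here the cause was not tested. The 2 shares of variance and the distance kept their direction and side of the threshold under all 21 alternative values, and so did the contrasts of miR-18a-5p, miR-16-5p and miR-194-5p under all 45, although their sizes moved. The 4 silhouette means moved by less than the SD between libraries under all 28.

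With library size only, the high class held 9 loci in ECs (16 with TMM) and 97 in Macs (61), and the low class 12 in ECs (31), 45 in Macs (28) and 16 in PDGFR-β+ cells (27). DEmiRNAs were 5 in ECs from sham to UUO-2 (8), 25 in ECs from UUO-7 to R-UUO (5), 8 in PT cells from UUO-2 to UUO-7 (14), 0 in PT cells from UUO-7 to R-UUO (5, with 38 loci at an unadjusted p under 0.05) and 12 in PDGFR-β+ cells from UUO-7 to R-UUO (19). The macrophage set then changed by -0.365 and the PDGFR-β+ set by -0.249 from UUO-7 to R-UUO (exact permutation p = 0.0286 each, the smallest possible). Signs reversed for miR-30d-3p in PT cells against the other cell types (0.18), for miR-16-5p in Macs from sham to UUO-2 (0.11 on chromosomes 14 and 3) and to UUO-7 (0.00381 and 0.00151), and for miR-18a-5p from UUO-7 to R-UUO (-0.0628). Without TMM the median change of all tested loci from sham to UUO-7 was -0.21 in ECs, 0.36 in Macs, -0.37 in PT cells and 1.02 in PDGFR-β+ cells, against -0.05, 0.21, 0.00218 and 0.49 with TMM. The share of DEmiRNAs that were higher moved from 53.7% to 36.7% in ECs and from 59.2% to 43.6% in PT cells, and from 70.4% to 86.3% in PDGFR-β+ cells, from sham to UUO-7. From UUO-2 to UUO-7 it moved from 64.3% to 75.0% in PT cells and 69.6% to 89.7% in PDGFR-β+ cells, from sham to UUO-2 from 87.5% to 100% in ECs and 66.7% to 80.6% in Macs, and from UUO-7 to R-UUO from 80% to 20% in ECs, 63.7% to 34.5% in Macs and 78.9% to 41.7% in PDGFR-β+ cells. Of the DEmiRNAs with TMM from sham to UUO-7, 47 of 54 in ECs, 185 of 197 in Macs, 118 in PT cells and 197 of 230 in PDGFR-β+ cells were kept.

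Without the filter on low counts the low class held 281 loci (131), 79 in ECs, 69 in Macs, 71 in PT cells and 62 in PDGFR-β+ cells, and the share of high consistency was 22.6% (30.1%). DEmiRNAs in ECs were 28 from sham to UUO-2, 16 from UUO-2 to UUO-7 and 39 from UUO-7 to R-UUO, in PT cells 36 from UUO-2 to UUO-7 and 24 from UUO-7 to R-UUO, and in PDGFR-β+ cells 49 from sham to UUO-2 and 55 from UUO-7 to R-UUO. Loci without a change were 1192 in ECs, 1056 in Macs, 1057 in PT cells and 983 in PDGFR-β+ cells. The z score threshold of 1.0 gave a share of high consistency of 35.4% and 34 moderate loci in ECs (21), and 1.3 gave 25.8%, 6 moderate loci in ECs, 25 high loci in PT cells (39) and 47 that switched cell type (73). With identical loci counted once, the low class in Macs held 43 loci (28). The z score without fuzzy clustering, another random start and log2(CPM + 1) left all 25 enrichment results within 1.5 times.

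DESeq2 gave 16 DEmiRNAs in ECs from sham to UUO-2, 14 from UUO-2 to UUO-7 (9) and 38 from UUO-7 to R-UUO, 28 and 22 in PT cells for the latter comparisons and 33 in PDGFR-β+ cells from UUO-7 to R-UUO. The likelihood ratio test gave 15 in ECs from sham to UUO-2, 41 from UUO-7 to R-UUO, and 26 and 15 in PT cells from UUO-2 to UUO-7 and UUO-7 to R-UUO. With only the 2 groups in the fit, ECs had 2 from UUO-7 to R-UUO, PT cells 96 from sham to UUO-2 (63), 40 from UUO-2 to UUO-7 and 0 from UUO-7 to R-UUO (32 at an unadjusted p under 0.05), and PDGFR-β+ cells 7 from UUO-7 to R-UUO. Of the 20 counts of DEmiRNAs and unchanged loci, 14, 16 and 15 stayed within 1.5 times with these settings.

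With the replicate number as a block (replicate block), DEmiRNAs from UUO-7 to R-UUO were 3 in ECs and 0 in PT cells (36 at an unadjusted p under 0.05). Signs reversed for miR-16-5p in Macs from sham to UUO-7 (0.00854 on chromosome 14 and 0.00742 on chromosome 3) and from UUO-2 to UUO-7 (0.0583 and 0.0504), and for miR-18a-5p from UUO-7 to R-UUO (-0.0315). Same-numbered mice of different conditions are different animals, and their libraries did not deviate together (mean correlation -0.023 over 74 pairs, permutation p = 0.167), so a call lost under this pairing is not read as a weaker effect.

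With libraries thinned to the smallest depth, chosen after seeing the data, 238, 220 and 241 loci were enriched in sham, UUO-2 and UUO-7, and 290 in exactly 1 cell type (455), of which 67 were low and 116 moderate (131 and 187). The share of high consistency was 36.9%, the share of sham-enriched loci kept 45.0% (38.1%), and 40 switched. ECs had 9 high and 13 low loci, Macs 35 moderate, PT cells 46 moderate and 17 low, and PDGFR-β+ cells 20 moderate and 15 low. DEmiRNAs were 3, 32 and 13 in ECs from sham to UUO-2, sham to UUO-7 and UUO-7 to R-UUO, and 14 in PDGFR-β+ cells from sham to UUO-2, with 194, 87 and 119 loci without a change in ECs, Macs and PDGFR-β+ cells, of 239, 301 and 293 that could be tested. Signs reversed for miR-18a-5p in Macs from sham to UUO-7 (0.16) and from UUO-7 to R-UUO (-0.12), and miR-16-5p on chromosome 14 from UUO-2 to UUO-7 (0.00477). Loci of one mature miRNA summed and overlapping loci counted once, also chosen after seeing the data, gave 3 and 2 DEmiRNAs in PT cells from UUO-7 to R-UUO.

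With the median over the set, the EC set rose from sham to UUO-2 (0.25) and to UUO-7 (0.0262), the macrophage set rose at UUO-2 (0.245, exact permutation p = 0.0286) and fell by 0.00427 at UUO-7, the PT set changed by -0.29 from sham to UUO-2 (exact permutation p = 0.0857) and by -0.63 from UUO-2 to UUO-7 (p = 0.0286). The set read from the labels of Fig. 3 changed by -0.38 in PT cells from UUO-2 to UUO-7, also past the threshold.

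Across the 5 fits that each left out 1 replicate number, the share of high consistency ranged from 24.5% to 30.3%, low loci in Macs from 32 to 49 and in PDGFR-β+ cells from 16 to 35. DEmiRNAs in ECs ranged from 3 to 9, 21 to 64, 2 to 13 and 1 to 34 in the 4 comparisons, in PT cells from 8 to 76, 88 to 157, 2 to 23 and 0 to 16 (48 at an unadjusted p under 0.05 for the 0), in Macs from 57 to 113 from UUO-7 to R-UUO, and in PDGFR-β+ cells from 10 to 38 from sham to UUO-2 and 2 to 74 from UUO-7 to R-UUO. MiR-16-5p in Macs on chromosome 14 ranged from -0.29 to 0.00255 from sham to UUO-7, -0.136 to 0.0216 from UUO-2 to UUO-7 and -0.235 to 0.0460 from UUO-7 to R-UUO, and on chromosome 3 from -0.146 to 0.0106 and -0.232 to 0.0539 in the last 2 of these. From UUO-7 to R-UUO, miR-18a-5p ranged from -0.0202 to 0.47, and miR-194-5p in PT cells from -0.16 to 0.35 on chromosome 1 and -0.10 to 0.46 on chromosome 19.

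Among 64 changes of named miRNAs within a cell type, other settings left the direction and call the same in 779 values, made 53 weaker and 9 stronger and reversed 23, which include those above. The replicate block made 7 weaker, library size only and the fit of only the 2 groups 4 each, and leaving out a replicate 35. With the thinned libraries 48 of the 64 could be tested, and with only the 2 groups 55. Of the 69 contrasts of other named miRNAs, 614 values were the same, 1 weaker, 5 stronger and 1 reversed. Of the differences between cell types, 297 values were the same and 67 weaker.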

Differences from the paper's values

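Values of figures and tables given as images were read by eye. For moderate enrichment consistency in ECs, Table 1 shows about 10 (read by eye), and 21 loci were found here. Of the alternatives set before the data were examined, only library size only reached the paper's value within the limits of the comparison (14), and the others did not. For loci selected by fuzzy clustering alone at UUO-2, Fig. 2A shows about 61 and 255 were found, and no alternative closed the gap. For the z score alone it shows about 47 and 20 were found, which a z score threshold of 1.0 (51), log2(CPM + 1) (42), identical loci counted once (35) and leaving out replicate 3 (48), 4 (34) or 5 (34) closed, and the others did not.

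For miRNAs with no change in any comparison, Table 2 shows about 380 for Macs, against 173 here, and no alternative closed that gap. For PT cells it shows about 380, against 181, which only leaving out replicate 4 closed (263). The Mac and PT columns of Table 2 hold the same values in every row.

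In Fig. 5A, the median of miR-16-5p in Macs is about 15000, against 14980 at the chromosome 14 locus, which does not differ, and 8470 at the chromosome 3 locus, for which only library size only closed the gap (14110), with the chromosome 14 locus then at 25105. For miR-194-5p in PT cells it is about 32, against 1552 at the chromosome 19 locus, and no alternative closed the gap, while the chromosome 1 locus (31.3) does not differ. In Fig. 5C the medians of miR-18a-5p in Macs are about 23, about 53, about 17 and about 19 in sham, UUO-2, UUO-7 and R-UUO, against 14.6, 30.1, 9.99 and 11.8 with scaling over all libraries. Library size only closed these gaps (21.6, 57.3, 18.9 and 17.0), as did leaving out replicate 3 or 4 in sham (16.7) and replicate 4 or 5 in R-UUO (13.9), and the other alternatives did not. The medians of miR-16-5p in Macs in Fig. 5C are about 26000 in sham and about 24000 at UUO-7, against 16895 and 14355 at the chromosome 14 locus, and library size only closed both (24825 and 25320). Scaling by TMM within the Mac libraries alone, the scaling used for changes with injury, also comes near the values of Fig. 5C, with means of 24.0, 53.0, 18.1 and 20.0 for miR-18a-5p and 25870 and 23770 for miR-16-5p.

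The paper gives the miR-30 family as enriched in PT cells, and here miR-30a-5p, miR-30b-3p and miR-30c-2-3p were enriched only in ECs and miR-30a-3p, miR-30b-5p and miR-30d-3p in no cell type. The paper counts miR-194-5p among the miRNAs with early dynamic expression, and here its change in PT cells at UUO-2 was -0.69 on chromosome 19 (adjusted p = 0.0711, with the 4 UUO-2 mice at 1432 to 1840 CPM and the sham mice at 2179 to 2777, scaled over all libraries) and -0.41 on chromosome 1. For the chromosome 19 locus, DESeq2 (adjusted p = 0.0364), no filter (0.0397), only the 2 groups in the fit (0.00036) and leaving out replicate 1 (0.00997) called it, and so did overlapping loci counted once (0.0438) and thinned libraries (0.0411), both chosen after seeing the values, while the highest adjusted p of an alternative was 0.24. The paper describes an increase of the PT set on reversal, where the change here was 0.12 (exact permutation p = 0.657).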

Other observations

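The tests of the chromosome 12 cluster as a single source, of opposite-strand loci, of mixed groups of mice, of the depth of the EC libraries, of the shares of PDGFR-β+ RNA in 1 PT library and of the splits and relabelings were chosen only after the result was seen, and the others in this part before.

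Of 53 loci that moved from ECs in sham to PDGFR-β+ cells at UUO-7, 51 lie in the chromosome 12 cluster (116 loci, 54 past the filter). Within PDGFR-β+ cells the cluster rose from sham to UUO-7 by a median log2 of 4.53, with 51 of 54 loci higher and none lower past the threshold (per-mouse mean log2 CPM 0.90 ± 0.496 to 4.77 ± 0.704, SD, 4 and 3 mice, exact permutation p = 0.0286). In R-UUO the cluster was at 2.30 ± 1.63, with mouse 1 at 4.66 and the other mice at 0.903 to 1.87. Within ECs it fell from 3.33 ± 0.172 to 2.22 ± 0.478 (exact permutation p = 0.0286), with 8 of 46 loci lower and none higher. A loss of the EC signal alone would leave PDGFR-β+ cells unchanged, which the rise of 4.53 goes against, and the 51 changes may reflect the cluster as a whole rather than 51 independent ones. Other sources of that RNA in the PDGFR-β+ sort were not tested.

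The 140 loci enriched in PDGFR-β+ cells at UUO-7 do not come from the smaller number of libraries. With 1 PDGFR-β+ library left out in another condition, 30 to 66 were enriched over 12 such sets, and with the 3 mice that have all 4 cell types, 128 were enriched at UUO-7.

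ECs had few DEmiRNAs from sham to UUO-2, sham to UUO-7 and UUO-2 to UUO-7. The EC libraries had the highest median total count of the 4 cell types in sham (8814424) and at UUO-7 (6647314), so smaller depth is not a reason for the low number between these groups, and thinning the libraries could not test it. With all libraries thinned to the smallest depth ECs had the fewest, 32 from sham to UUO-7 against 119 to 165 in the other cell types, 3 from sham to UUO-2 against 14 to 89, and 7 from UUO-2 to UUO-7 against 18 to 135. At UUO-2 the median of ECs (3937710) was below those of Macs (4060747.5) and PDGFR-β+ cells (4461948). The biological coefficient of variation was 0.297 in ECs and 0.271 in Macs. It was larger in PT cells (0.332) and PDGFR-β+ cells (0.416), which still had more DEmiRNAs than ECs in each of these comparisons. With thinned libraries they had 119 and 165 from sham to UUO-7, against 32 in ECs. These values argue against a larger spread as the reason for fewer DEmiRNAs in ECs than in PT cells and PDGFR-β+ cells. For the difference from Macs, whose spread was smaller, a part due to spread is not excluded.

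The R-UUO PT library of mouse 1 stood apart in its miRNA profile. Of the 4 other populations whose markers were examined, 1 had all markers higher in it, PDGFR-β+ cells (miR-143-3p at 24910 CPM against 3687 to 5596 and miR-145a-5p at 759 against 35.5 to 107), while miR-192-5p was lower (15570 against 33890 to 63350). It was also the deepest of its group (3122831 counts). The PDGFR-β+ library of the same mouse had miR-143-3p at 73240 CPM and miR-145a-5p at 912. Against the other 3 PT libraries, a share of 29.6% of such RNA would give the level of miR-143-3p and one of 81.9% that of miR-145a-5p, 2.77 times apart (12.5% and 43.2% with library size only), so RNA with that profile does not account for both. RNA of PDGFR-β+ cells with another profile was not tested, and no biological explanation was tested. MiR-143-3p had 40248 counts and miR-192-5p 25160 in this library, so low counts do not give their levels. Being the deepest of its group does not otherwise test depth as an explanation.

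From sham to UUO-7, 72 loci changed in opposite directions in 2 cell types, most often in PT cells and PDGFR-β+ cells (32). Of these, 57 kept opposite directions past the threshold with library size only, so the scaling does not account for them as a whole. The difference was past the FDR for all 72 when tested directly, which decides nothing, as the loci were chosen for that pattern. Another 8 loci were higher and 2 lower at UUO-7 in all 4 cell types.

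Loci of different names that share a mature sequence, such as miR-199a-3p and miR-199b-3p, were not paired. Among 26 pairs of loci with the same name and mature sequence, the log2 ratio of their counts had a median SD over libraries of 0.4. Of these, 18 pairs were more than 2-fold apart. The SD ranged from 0.0103 (miR-26a-5p) to 1.81 (miR-199a-5p). Shared reads placed at a fixed ratio are a candidate explanation for pairs with a small SD, such as miR-16-5p (0.023). For pairs with a large SD a fixed ratio was not shown. The pairs had the same calls in all conditions in 19 cases and another class in 3. Of 18 pairs of overlapping opposite-strand loci with enough counts, 17 had a median count ratio above 0.9, consistent with reads counted on the loci of both strands.

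MiR-486a-5p is in the macrophage set, and RNA of red blood cells was tested as its source. Over the 16 macrophage libraries, its deviations from the group means and those of miR-451a had Pearson's r = -0.372 (permutation p = 0.155) and Spearman's rho = -0.274 (permutation p = 0.304), and r = -0.166 without the 2 libraries farthest on miR-451a. MiR-451a had 0 to 62 counts per library (median 5.5) and under 10 in 11 of the 16, where deviations are mostly counting noise, so the correlation does not decide whether RNA of red blood cells is its source. Only 1 such relation was computed.

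In 0 of 100 groupings of the mice into mixed groups was the share of high consistency as low as with the conditions, but the number of loci of high consistency was as low in 17 of 100. The lower share thus comes with a larger number of loci enriched in exactly 1 cell type, above all 100 mixed groupings (322 to 388), and not with fewer loci of high consistency than mixed groups give. The number in exactly 1 cell type may be lower in mixed groups because they hold the differences between conditions within them. Among 101 relabelings of cell types within mice, the real one included, only the real one gave as many enriched loci in each condition, as large a contrast for each locus of miR-18a-5p, miR-16-5p and miR-194-5p, and as many loci different in each cell type (1 of 101 each).

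For DEmiRNAs, the real split was compared with those that part the same-numbered pairs, 8 for most comparisons and 12 for sham or UUO-2 against UUO-7 in PDGFR-β+ cells, among which a share under 0.05 could not be reached. The real split gave the most DEmiRNAs in all 4 cell types from sham to UUO-2, sham to UUO-7 and UUO-2 to UUO-7, and in Macs from UUO-7 to R-UUO (1 of 8 or 1 of 12). From UUO-7 to R-UUO, 2 of 8 splits gave as many in ECs, PT cells and PDGFR-β+ cells. Over all 35 splits, as many or more were found in 4 for ECs, 3 for PT cells and 2 for PDGFR-β+ cells in that comparison, with up to 43, 20 and 82 DEmiRNAs, and in every other comparison only the real split gave as many (1 of 35), where splits that mix same-numbered mice count as well.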
